# Targeting CEBPA to restore cellular identity and tissue homeostasis in pulmonary fibrosis

**DOI:** 10.1172/jci.insight.175290

**Published:** 2024-07-16

**Authors:** Qi Tan, Jack H. Wellmerling, Shengren Song, Sara R. Dresler, Jeffrey A. Meridew, Kyoung M. Choi, Yong Li, Y.S. Prakash, Daniel J. Tschumperlin

**Keywords:** Pulmonology, Stem cells, Adult stem cells, Fibrosis, Pulmonary surfactants

## Abstract

Fibrosis in the lung is thought to be driven by epithelial cell dysfunction and aberrant cell-cell interactions. Unveiling the molecular mechanisms of cellular plasticity and cell-cell interactions is imperative to elucidating lung regenerative capacity and aberrant repair in pulmonary fibrosis. By mining publicly available RNA-Seq data sets, we identified loss of CCAAT enhancer-binding protein alpha (CEBPA) as a candidate contributor to idiopathic pulmonary fibrosis (IPF). We used conditional KO mice, scRNA-Seq, lung organoids, small-molecule inhibition, and potentially novel gene manipulation methods to investigate the role of CEBPA in lung fibrosis and repair. Long-term (6 months or more) of *Cebpa* loss in AT2 cells caused spontaneous fibrosis and increased susceptibility to bleomycin-induced fibrosis. *Cebpa* knockout (KO) in these mice significantly decreased AT2 cell numbers in the lung and reduced expression of surfactant homeostasis genes, while increasing inflammatory cell recruitment as well as upregulating *S100a8/a9* in AT2 cells. In vivo treatment with an S100A8/A9 inhibitor alleviated experimental lung fibrosis. Restoring CEBPA expression in lung organoids ex vivo and during experimental lung fibrosis in vivo rescued CEBPA deficiency–mediated phenotypes. Our study establishes a direct mechanistic link between CEBPA repression, impaired AT2 cell identity, disrupted tissue homeostasis, and lung fibrosis.

## Abstract 2

<strong>CEBPA deficiency causes loss of AT2 cells and induces profibrotic response, which provides new possibilities for lung fibrosis treatment by restoring insufficient CEBPA expression.</strong>

## Introduction

Fibrosis is the end-stage pathological outcome of many chronic diseases, including IPF. It not only involves the accumulation of excess extracellular matrix components but also likely shares intrinsic mechanisms through which structural cells activate the mesenchymal compartment by creating a fibrotic niche (1). Healthy type 2 alveolar epithelial (AT2) cells play central roles in maintaining lung homeostasis, including secreting surfactant, transporting sodium and fluids, and performing immunomodulation as well as serving as adult tissue stem cells (2) in lung tissue maintenance, repair, and regeneration. The concept that AT2 cell failure contributes to pulmonary fibrosis has been tested in multiple animal studies (3), with persistent injury signals from AT2 cells leading to elaboration of profibrogenic mediators that activate a pathologic mesenchymal response. To date, tremendous progress has been made in understanding the mechanisms underlying epithelial cell injury (4) and fibroblast activation (5) in lung fibrosis. However, challenges remain in fully understanding AT2 cell plasticity in driving lung fibrosis and intrinsic and extrinsic mechanisms leading to AT2 cell failure.

Recent findings (6–9) emphasize an important concept that healthy epithelial cells engage in continuous interactions with neighboring mesenchyme to maintain homeostasis. Moreover, the loss of these homeostatic interactions in fibrotic diseases such as IPF has only begun to be studied. Recently, single-cell RNA-Seq (scRNA-Seq) identified loss of normal epithelial cell identities and gain of abnormal transitional states of differentiation in IPF (10–14). Animal studies (11, 15) and lung organoid studies (15, 16) have also demonstrated that transitional cell states are linked to experimental lung fibrosis. Such transitional cell states are likely a common property of AT2 and other epithelial cells in the development of lung fibrosis and other chronic lung diseases. However, it remains unclear how AT2 cells lose their identities and to what extent such mechanisms contribute to fibrosis initiation and progression.

The biology of CEBPA has been studied for over 20 years. CEBPA is known to play critical roles in cellular proliferation (17), lipogenesis (18–20), lung development (21, 22), tumor suppression (23), and epithelial cell homeostasis (24). Given the significant roles of CEBPA in liver fibrosis (25), COPD, and lung fibrosis (26), we aim to understand in depth how the loss of CEBPA contributes to the depletion of AT2 cells and the promotion of lung fibrosis. Using publicly available scRNA-Seq data from patients with IPF, we confirmed that *CEBPA* is among the top downregulated genes in alveolar epithelial cells from the lungs of patients with IPF, highlighting a potentially important role of CEBPA in maintaining lung homeostasis. Therefore, we aimed to investigate the connections between loss of CEBPA expression in human IPF and its roles in the mouse models, with the goal of validating CEBPA as a valuable therapeutic target for restoring epithelial identity and fibrosis resolution.

Specifically, we took advantage of an aged mouse injury model to confirm low Cebpa expression in experimental lung fibrosis. We then tested whether deleting *Cebpa* leads to spontaneous lung fibrosis, as well as whether its loss disrupts fibrosis resolution after bleomycin exposure. Using scRNA-Seq, we obtained a better understanding of how *Cebpa* deletion disrupts tissue homeostasis. Lineage-tracing mouse and human lung organoid experiments confirmed the role of CEBPA in maintaining AT2 cell identity and tissue homeostasis, as well as initiating and resolving fibrosis. We then employed pharmacological intervention, AAV-mediated overexpression, and nongenome editing CRISPR gene activation to demonstrate the benefit of targeting CEBPA and downstream pathways in alleviating experimental lung fibrosis, supporting CEBPA as a key regulator of tissue homeostasis and repair in the lung.

## Results

### CEBPA is downregulated in human IPF lung samples.

We began by querying 3 publicly available scRNA-Seq data sets to identify genes significantly downregulated in lung samples from patients with and without IPF. *CEBPA* was the most consistently downregulated gene in IPF epithelial cells (Figure 1A). *CEBPA* expression levels were significantly lower in IPF versus control epithelial cells in all available data sets (10, 14, 27) (Figure 1B). In addition, an upstream regulator analysis based on differentially expressed genes from 2 of these data sets predicted that CEBPA is negatively regulated in IPF (Figure 1C). Uniform Manifold Approximation and Projection (UMAP) representation of epithelial cells derived from available scRNA-Seq data sets (14, 27) demonstrated that *CEBPA* is enriched in AT2 cells and its expression is decreased in IPF lungs (Figure 1, D and E).

### Cebpa is downregulated in experimental lung fibrosis.

After establishing that *CEBPA* expression levels are consistently lower in the epithelial cells from human IPF versus control lung samples, we aimed to investigate Cebpa expression in an experimental lung fibrosis mice model. We exposed young (~2-month-old) and aged mice (~18-month-old) to bleomycin to simulate self-resolving (28) and persistent (29, 30) lung fibrosis, respectively. At baseline, the number of AT2 cells (represented by pulmonary-associated surfactant protein C–expressing [Sftpc-expressing] cells) did not differ between the young and aged mice. However, at day 30 after bleomycin injury, the number of AT2 cells in aged mice was significantly lower than in young mice (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.175290DS1). This finding demonstrates that AT2 cell numbers decline substantially in the bleomycin-induced persistent lung fibrosis aged mice model.

We then compared *Cebpa* expression levels in sorted epithelial cells from young and aged mice over the course of the experiment. In young mice, the majority of epithelial cells (CD326^+^) are Sftpc cells (Sftpc _GFP^+^), demonstrated by flow cytometry (Supplemental Figure 1C). *Cebpa* expression significantly but transiently declined after bleomycin injury, with gradual recovery by day 30 (Supplemental Figure 1D). By contrast, in aged mice, *Cebpa* expression remained significantly repressed at day 30 after bleomycin injury (Supplemental Figure 1D). We used immunostaining to confirm differences in lung tissue Sftpc and Cebpa expression at select time points (Supplemental Figure 1E). Strikingly, the transient loss of Cebpa expression in young mice and sustained loss in aged mice directly mirrored the transient versus sustained loss of AT2 cells and transient versus persistent fibrosis in young and aged mice. These data have also been validated by scRNA-Seq reanalysis from comparison of young and aged mice in the bleomycin-induced fibrosis model at different time points (day 0, day 4, day 14, day 28). UMAP (Supplemental Figure 1F) and violin plots have shown that Cebpa expression from both epithelial cells (Figure 1F) and AT2 cells (Figure 1G) was decreased after bleomycin injury in both young and aged mice and remained expressed to a lower degree in older mice than young mice at a later time (day 28) after bleomycin injury. These data consistently demonstrate that Cebpa is preferentially expressed in AT2 cells and that levels of both Cebpa and AT2 cells decrease in aged mice with persistent experimental lung fibrosis.

### Loss of Cebpa in AT2 cells promotes lung fibrosis.

Based on the association between low *CEBPA* levels and IPF in humans and in the mice models, we hypothesized that Cebpa loss could initiate lung fibrosis. To test this hypothesis, we generated *Cebpa*^ΔSftpc^ mice in which we conditionally deleted *Cebpa* in AT2 cells via tamoxifen-induced Cre recombinase activation (Figure 2A). At 4 weeks after tamoxifen treatment, Cebpa expression in *Cebpa*^ΔSftpc^ mice was significantly diminished compared with *Cebpa*-floxed mice (*Cebpa^fl/fl^*), as confirmed by immunostaining, quantitative PCR (qPCR), and Western blot (Figure 2, B–D). However, levels of collagen, a marker of fibrosis that can be measured with a hydroxyproline assay, were only slightly increased in the lungs of *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice (Supplemental Figure 2A), and no difference in lung tissue histology was evaluated by H&E staining and mean linear intercept measurement (Supplemental Figure 2, B and C).

To investigate the long-term effects of *Cebpa* deletion, *Cebpa*^ΔSftpc^ mice were also compared with *Cebpa^fl/fl^* mice at 26 weeks after first tamoxifen treatment (Figure 2A). *Cebpa*^ΔSftpc^ mice displayed significant weight loss (Figure 2E) and increased mortality (Figure 2F) beginning at 20 weeks after tamoxifen treatment. Hydroxyproline assay (Figure 2G) and Western blot (Figure 2, H and I) of whole lung samples demonstrated that, compared with *Cebpa^fl/fl^* mice, *Cebpa*^ΔSftpc^ mice displayed increased tissue content of total collagen, fibronectin, and α-SMA. qPCR (Figure 2J) also showed increased transcripts of the profibrotic genes *Col1a, Fn1, Acta2, Tgfb1*, and *Il1b* in lung samples from *Cebpa*^ΔSftpc^ mice. Moreover, H&E staining (Figure 2K) showed significantly increased architectural distortion in whole lung samples from *Cebpa*^ΔSftpc^ mice. Flow cytometry analysis indicated that the percentage of epithelial cells in samples from *Cebpa*^ΔSftpc^ mice also decreased (Figure 2L).

Next, we combined bleomycin-induced lung fibrosis with *Cebpa* deletion and hypothesized that mice with the *Cebpa* deletion would be particularly susceptible to developing lung fibrosis. When bleomycin was administered 4 months after tamoxifen administration (Supplemental Figure 2D), *Cebpa*^ΔSftpc^ mice lost more weight than *Cebpa^fl/fl^* mice (Supplemental Figure 2E), and half of *Cebpa*^ΔSftpc^ mice died before the 21-day endpoint (Supplemental Figure 2F). In addition, both the H&E staining (Supplemental Figure 2G) and hydroxyproline assay (Supplemental Figure 2H) revealed that *Cebpa*^ΔSftpc^ mice exhibited greater architectural distortion and higher total collagen content than *Cebpa^fl/fl^* mice.

Then, to determine if Cebpa plays a role in resolving lung fibrosis, we reversed the order of treatments, deleting *Cebpa* (via tamoxifen administration) 3 weeks after administering a bleomycin injury to initiate lung fibrosis (Figure 2M). At 4 and 5 weeks after bleomycin injury (1 and 2 weeks after tamoxifen treatment), the hydroxyproline assay did not show an obvious difference in collagen deposition between *Cebpa*^ΔSftpc^ and *Cebpa^fl/fl^* mice (Figure 2N). However, 12 weeks after bleomycin injury, we observed increased collagen deposition and more fibrotic patches (Figure 2, O and P), as well as increased mortality (Figure 2Q) in *Cebpa*^ΔSftpc^ mice, but without significant weight differences (Figure 2R). This indicates that conditional deletion of *Cebpa* after bleomycin injury compromised the ability to resolve the fibrosis initiated by bleomycin injury and restore homeostasis to the same extent as *Cebpa^fl/fl^* mice. Taken together, these data demonstrate that *Cebpa* loss in AT2 cells promotes lung fibrogenesis and impairs fibrosis resolution in mouse models.

### Single-cell transcriptome analysis reveals that Cebpa loss disrupts lung tissue homeostasis.

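Droplet-based 3′ scRNA-Seq tags each captured RNA molecule with a unique molecular identifier (UMI), so that copies of 1 molecule made by PCR are counted once. The data were 1 library of lung cells from *Cebpa fl/fl* mice and 1 from *Cebpa* ΔSftpc mice, taken 26 weeks after the first tamoxifen injection. The barcodes carry no mark of the mouse a cell came from, so each genotype was 1 sample. No difference between the genotypes therefore has a replicate check, no test between genotypes was possible, and cells were not treated as replicates. The authors aligned the reads to the mouse genome with Cell Ranger, for which the header of the count files names version 5.0.0, and deposited whole UMI counts per gene and cell without normalization. The *Cebpa fl/fl* library held 11721 barcodes with 69200420 UMIs, and the *Cebpa* ΔSftpc library held 13373 barcodes with 64697396 UMIs. Barcodes with fewer than 200 genes or with more than 20% mitochondrial counts were left out, and doublets were kept. The cells kept had a median of 4835 UMIs and 2185 genes in the *Cebpa fl/fl* library and 2607 UMIs and 1404 genes in the *Cebpa* ΔSftpc library. Fewer than 3000 UMIs were found in 28.5% of the *Cebpa fl/fl* cells and in 53.1% of the *Cebpa* ΔSftpc cells. Counts were normalized in each library with SCTransform, the libraries were integrated by anchors in Seurat, and cells were clustered on 30 principal components at a resolution of 0.5. The AT1, AT2 and other genes whose levels are compared between the genotypes were left out of the clustering. Clusters were named from fixed lists of marker genes, and a name that ends in -like says no more than that. Levels were computed from the counts summed over the cells of a type in each library, as CPM, the count of a gene scaled by the total UMIs of these cells, with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only, not differences between mice or between libraries. The interval of a log2 ratio of shares joins the 95% limits of both libraries, so it is wider than a 95% interval.

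The targeted gene was examined first. *Cebpa* (ENSMUSG00000034957) has a single exon and lies on the plus strand of chromosome 7 of GRCm38 from 35119293 to 35121928. In AT2-like cells its level was 155 CPM (147–163, 1403 UMIs in 435 cells) in the *Cebpa fl/fl* library and 107 CPM (92.7–122, 210 UMIs in 319 cells) in the *Cebpa* ΔSftpc library, a log2 ratio of −0.54 (−0.75 to −0.33). The alternative that moved this ratio most was subtraction of free RNA, which droplets take up from other cells, with −0.81. A *Cebpa* UMI was found in 89.2% of *Cebpa fl/fl* and 27.6% of *Cebpa* ΔSftpc AT2-like cells, but these cells had medians of 21342 and 1541 UMIs. With each cell thinned to 1000 UMIs, which left out 0 *Cebpa fl/fl* and 65 *Cebpa* ΔSftpc AT2-like cells with fewer, the shares were 13.3% (10.3–16.9) and 10.2% (6.80–14.6), a difference within counting error. Transcripts of a recombined locus, free RNA and AT2 cells without recombination were not separated among these UMIs, so the level is not a measure of how many cells lost *Cebpa*. In endothelial-like cells, which should lack *Cebpa* and had medians of 4972 and 4485 UMIs, the shares were 5.67% and 6.23% before thinning. After thinning, which left out 156 and 516 of these cells, they were 1.05% and 1.46%.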

To better understand how loss of *Cebpa* in the AT2 cells contributes to fibrosis progression, single-cell suspensions of whole lungs were generated for scRNA-Seq from *Cebpa*^ΔSftpc^ (*n* = 3) and *Cebpa^fl/fl^* (*n* = 3) mice, which are 6 months after the first tamoxifen treatment. After filtering, normalization, and quality control, a total of 25,094 cells (11,721 *Cebpa^fl/fl^* cells and 13,373 *Cebpa*^ΔSftpc^ cells) were used for downstream analysis. 

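The numbers of barcodes in the count files equal these numbers of cells. Of the *Cebpa fl/fl* barcodes, 88 had too few genes and 216 too many mitochondrial counts to be kept. In the *Cebpa* ΔSftpc library these numbers were 30 and 122. With both kinds left out, 11487 *Cebpa fl/fl* and 13238 *Cebpa* ΔSftpc cells remained, 24725 in all. They carried 68802017 and 64452208 UMIs. With at least 500 genes and at most 10% mitochondrial counts required instead, 10625 and 12894 cells remained. A transcript of *Xist*, which is made from the inactive X chromosome of females, was found in 73.9% and 74.7% of the cells, and the Y-linked genes *Ddx3y* and *Eif2s3y* had 0 UMIs in both libraries. Of other Y-linked genes, *Kdm5d* had 6 and 12 UMIs and *Uty* had 2 and 1.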

Unsupervised clustering analysis revealed 18 distinct clusters in both *Cebpa*^ΔSftpc^ and *Cebpa^fl/fl^* mice, including all major known epithelial, mesenchymal, and leukocyte lineages (Figure 3A and Supplemental Figure 3A). However, significantly more immune cells were present in *Cebpa*^ΔSftpc^ mice, including neutrophils, erythroid cells, macrophages, B cells, T cells, and DCs. In contrast, there were fewer epithelial and endothelia cells in *Cebpa*^ΔSftpc^ mice (Figure 3A and Supplemental Figure 3B), suggesting the presence of inflammation and impaired tissue homeostasis in the *Cebpa*^ΔSftpc^ mice.

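The cells kept formed 28 clusters. There were also 28 without integration, 32 with the genes compared between genotypes kept among the 3000 variable genes, and 37 at a resolution of 1.0. Endothelial-like, lymphatic endothelial-like, fibroblast-like, smooth muscle or pericyte-like, AT2-like, AT1-like, ciliated-like, macrophage-like, monocyte-like, neutrophil-like, B cell-like, T or NK cell-like, erythroid-like and platelet or megakaryocyte-like clusters were named. No cluster met the markers of dendritic cells, club cells or basal cells. The exact form of the naming rule was settled after the clusters had been seen, and 3 clusters stayed unnamed. Together these held 9.21% (1058) of the *Cebpa fl/fl* cells and 3.60% (477) of the *Cebpa* ΔSftpc cells. The largest, led by *Scgb1a1*, *Cd3g* and *Il7r*, held 5.83% (670) and 2.89% (382). The next, led by *Cytl1* and *Rbp7*, held 2.06% (237) and 0.672% (89). The smallest, led by *Snhg9* and *Sorbs3*, held 1.31% (151) and 0.0453% (6). Some clusters came almost wholly from 1 library, where a type of cell and a property of the library are not separated. A macrophage-like cluster led by *Marco* and *Chil3* had 1 *Cebpa fl/fl* and 587 *Cebpa* ΔSftpc cells, and another led by *Chil3* and *Atp6v0d2* had 5 and 170. A neutrophil-like cluster led by *Stfa2l1* and *S100a8* had 2 and 364, and a second one, led by the chemokine gene *Ccl4*, had 15 and 259.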

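Immune cells, counted as the neutrophil-like, macrophage-like, monocyte-like, B cell-like and T or NK cell-like clusters, made up 3.97% (3.62–4.34, 456 cells) of the *Cebpa fl/fl* library and 22.0% (21.3–22.7, 2907 cells) of the *Cebpa* ΔSftpc library. The log2 ratio of the shares was 2.47 (2.29–2.65), far outside counting error. Neutrophil-like cells made up 0.148% (0.0862–0.237, 17 cells) and 4.71% (4.35–5.08, 623 cells), and erythroid-like cells, which were counted apart from the immune cells, 0.313% (36 cells) and 4.00% (529 cells). Macrophage-like cells made up 2.86% (329 cells) and 7.71% (1020 cells). Nearly all of the *Cebpa fl/fl* ones, 323 cells (2.81%), and 263 *Cebpa* ΔSftpc cells (1.99%) were in 1 cluster whose leading genes, beside *C1qa*, included *Ccl17*, *H2-Eb1* and *Cd74*, genes that dendritic cells also express. With all 3000 variable genes, a cluster led by *Ccl17* and *H2-Eb1*, of 305 *Cebpa fl/fl* and 98 *Cebpa* ΔSftpc cells, came closest to dendritic cells but had too few markers for the name. Macrophages and dendritic cells were therefore not separated, and the share of neither was measured by itself. Monocyte-like cells made up 0.305% (35 cells) and 4.45% (589 cells). B cell-like cells made up 0.409% (47 cells) and 3.06% (405 cells), and T or NK cell-like cells 0.244% (28 cells) and 2.04% (270 cells). The latter leave out the unnamed cluster led by *Scgb1a1* and the T cell genes *Cd3g* and *Il7r*. At a resolution of 1.0, where a cluster with such leading genes took the name, T or NK cell-like cells made up 4.20% (483 cells) and 4.46% (590 cells). Platelet or megakaryocyte-like cells made up a smaller share in the *Cebpa* ΔSftpc library, 2.04% (270 cells) against 4.65% (534 cells). Of the alternatives, clustering without integration moved the immune share most, to a log2 ratio of 4.34. The smallest ratio was 1.68, at a resolution of 1.0.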

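Epithelial cells, the sum of the AT2-like, AT1-like and ciliated-like clusters, made up 6.74% (6.29–7.21, 774 cells) of the *Cebpa fl/fl* library and 7.37% (6.93–7.82, 975 cells) of the *Cebpa* ΔSftpc library. The log2 ratio was 0.13 (−0.06 to 0.32), within counting error, but it rests on cells whose type is not settled. When the epithelial cells were clustered by themselves at a resolution of 0.1, 41 *Cebpa fl/fl* and 483 *Cebpa* ΔSftpc of them formed a sub-cluster that took no name and whose closest list of markers was that of monocytes. At a resolution of 0.3, a sub-cluster with like leading genes, of 13 and 430 cells, was named macrophage-like. With the unnamed sub-cluster left out, an alternative chosen after seeing the data, the epithelial shares were 6.38% (5.94–6.84, 733 cells) and 3.72% (3.40–4.05, 492 cells), a log2 ratio of −0.78 (−1.01 to −0.55). The median number of UMIs per epithelial cell was 18652 in the *Cebpa fl/fl* library and 1514 in the *Cebpa* ΔSftpc library. Among cells with at least 3000 UMIs, a limit chosen after seeing the data, the epithelial shares were 8.38% (7.79–9.00, 688 of 8209 cells) and 3.70% (3.25–4.20, 230 of 6212 cells), a log2 ratio of −1.18. With Scrublet doublets left out it was 0.20 (0.01–0.39). With clusters from a resolution of 1.0 it was −0.12 (−0.29 to 0.06), within counting error, but there the epithelial cells included an unnamed cluster led by *Scgb1a1*, of 43 *Cebpa fl/fl* and 486 *Cebpa* ΔSftpc cells. Similar unnamed clusters were included without integration, where the ratio was 0.12, and with all 3000 variable genes, where it was 0.15. With named clusters alone, also chosen after seeing the data, the 3 ratios were −1.02 (−1.24 to −0.81), −0.92 (−1.15 to −0.70) and −0.55 (−0.75 to −0.35). Endothelial cells, including lymphatic ones, made up 57.3% (56.4–58.2, 6583 cells) and 43.6% (42.8–44.5, 5774 cells), a log2 ratio of −0.39 (−0.44 to −0.34). Clustering without integration moved this ratio most, to −0.77. A share falls when other types grow, so a lower share of endothelial cells is not a count of cells lost per lung. Mesenchymal cells made up 17.8% and 17.4%. With at least 3000 UMIs required, the 8209 *Cebpa fl/fl* cells held 1230 fibroblast-like and 261 smooth muscle or pericyte-like cells. The 6212 *Cebpa* ΔSftpc cells held 562 and 96, a smaller part. From more immune cells and fewer epithelial and endothelial cells, the paper proposes that inflammation and impaired tissue homeostasis were present in *Cebpa* ΔSftpc mice.

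**Figure D1:**
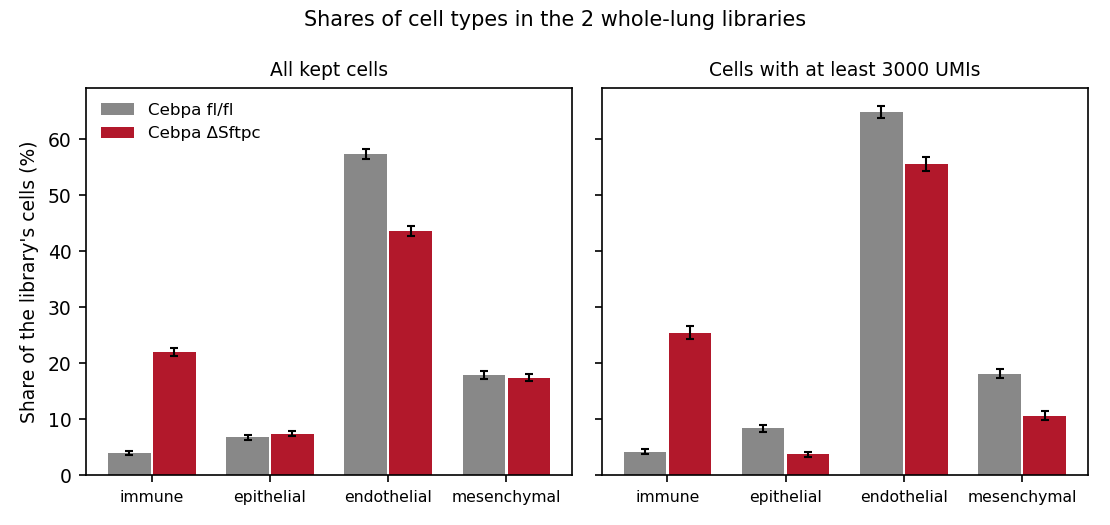
Share of the cells of each library (y axis, %) in 4 groups of cell types, for all kept cells on the left and for cells with at least 3000 UMIs on the right. Bars are the 2 libraries and error bars the 95% intervals for counting error. The epithelial share is 6.74% and 7.37% on the left and 8.38% and 3.70% on the right, and the immune share is higher in the *Cebpa* ΔSftpc library on both sides.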

Markers and cell numbers for both AT2 and AT1 cells were significantly lower in *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice (Figure 3B). 

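AT2-like cells made up 3.79% (3.45–4.15, 435 cells) of the *Cebpa fl/fl* library and 2.41% (2.16–2.69, 319 cells) of the *Cebpa* ΔSftpc library, a log2 ratio of −0.65 (−0.95 to −0.36). This ratio was −1.91 when only cells with at least 3000 UMIs were counted. AT1-like cells made up 1.09% (0.907–1.30, 125 cells) and 1.05% (0.883–1.24, 139 cells), a log2 ratio of −0.05 (−0.55 to 0.45), so a difference in their share was not detectable. Its direction changed with the choice of cells. It was 1.01 among cells with at least 3000 UMIs and −2.28 for the AT1-like sub-cluster of epithelial cells at a resolution of 0.3, which held 118 *Cebpa fl/fl* and 28 *Cebpa* ΔSftpc cells, both alternatives chosen after seeing the data. It was also above 0, within counting error, with the stricter filter on cells, with doublets left out, with all 3000 variable genes and without erythroid cells in the denominator. The *Cebpa* ΔSftpc AT1-like cells were a mixture, as described with their genes below. Their share is therefore not a measure of AT1 cells alone.

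All 7 AT2 genes of Fig. 3B had lower levels in the *Cebpa* ΔSftpc AT2-like cells, each beyond counting error, with a median log2 ratio of −0.37. *Sftpc* (ENSMUSG00000022097), on the minus strand of chromosome 14 from 70520949 to 70524081, fell from 191277 CPM (190992–191562) to 109884 CPM (109422–110348), a log2 ratio of −0.80. *Abca3* had a log2 ratio of −0.46, *Sftpb* −0.38, *Lpcat1* −0.37, *Etv5* −0.26, *Fgfr2* −0.24 and *Acly* −0.21. The median moved most, to −0.91, when the unnamed sub-cluster of epithelial cells described above was added to the AT2-like sub-cluster. Its 41 *Cebpa fl/fl* and 483 *Cebpa* ΔSftpc cells all came from the ciliated-like cluster, and the latter had 563 CPM of *Sftpc*. Adding them lowers the AT2 genes by itself, so −0.91 is not a change within AT2-like cells. With cells of at least 5% secretoglobin UMIs left out, an alternative chosen after seeing the data, the median was −0.15. These were 4 *Cebpa fl/fl* and 7 *Cebpa* ΔSftpc cells, and they held 0.927% and 15.0% of the UMIs of AT2-like cells. After thinning, an *Sftpc* UMI was found in 99.3% of *Cebpa fl/fl* and 84.3% of *Cebpa* ΔSftpc AT2-like cells. The gene was also found in 57.6% and 13.5% of endothelial-like cells after thinning, and in 96.6% and 40.6% of them before. An *Abca3* UMI was found in 47.6% and 35.8% of thinned AT2-like cells, against 6.26% of endothelial-like cells in both libraries.

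All 5 AT1 genes of Fig. 3B had lower levels in the *Cebpa* ΔSftpc AT1-like cells, with a median log2 ratio of −2.64. *Ager* (ENSMUSG00000015452), on the plus strand of chromosome 17 from 34597862 to 34600936, went from 13569 CPM to 1629 CPM, a log2 ratio of −3.06. *Rtkn2* had a log2 ratio of −3.17, *Hopx* −2.64, *Pdpn* −2.33 and *Aqp5* −1.81. The AT1-like sub-cluster at a resolution of 0.3 moved the median most, to −0.70, and there 4 of the 5 genes were lower and *Aqp5* had a log2 ratio of 0.03. The *Cebpa* ΔSftpc AT1-like cells were a mixture. At that resolution, a sub-cluster led by hemoglobin genes held 82 *Cebpa* ΔSftpc and 0 *Cebpa fl/fl* cells, with 770 CPM of *Ager*, against 9973 CPM in the 28 *Cebpa* ΔSftpc cells that kept the name. The airway genes *Scgb3a1*, *Bpifb1* and *Muc5b* were at 5989, 872 and 466 CPM in the *Cebpa* ΔSftpc AT1-like cells. The falls over all AT1-like cells are therefore not a measure of a change within AT1 cells.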

Pathway analysis (Supplemental Figure 3C) and heatmap analysis (Figure 3C) indicated that the most downregulated genes in AT2 cells in *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice were linked to lipid metabolism, surfactant homeostasis, and inflammation. 

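Among 9864 genes with at least 50 counts summed over both libraries in AT2-like cells, the largest falls were those of *Calca*, *Cytl1* and *Pcsk1n*, with counts below 3 raised to 3. Without raised counts, an alternative chosen after seeing the data, *2310058D17Rik*, with 48 and 2 UMIs, was number 2. *Calca* (ENSMUSG00000030669), on the minus strand of chromosome 7 from 114631478 to 114636357, had 349 UMIs in the *Cebpa fl/fl* library and 12 in the *Cebpa* ΔSftpc library, a log2 ratio of −2.66 (−3.63 to −1.84). *Cytl1* had 87 and 4 UMIs and a log2 ratio of −2.24 (−4.15 to −0.83), and *Pcsk1n* had 62 and 3 and a log2 ratio of −2.17 (−4.48 to −0.55). All 18 genes of the heatmap in Fig. 3C were lower in the *Cebpa* ΔSftpc library, 17 of them beyond counting error, with a median log2 ratio of −0.39. The exception was *Wfdc2* with −0.02 (−0.06 to 0.02). In cells with at least 3000 UMIs, 17 of the 18 genes were lower, and *Wfdc2* was higher with 0.10. Of the surfactant genes of the heatmap, *Sftpa1* had a log2 ratio of −0.40 and *Sftpd* −0.36, and of those of lipid handling, *Fabp5* had −0.69, *Npc2* −0.29 and *Scd1* −0.08. *Lyz2* (ENSMUSG00000069516), on the minus strand of chromosome 10 from 117277331 to 117282321, went from 16402 CPM to 12444 CPM. Counted from the largest fall, *Sftpc* was number 194 and *Lyz2* number 1006 of the 9864 genes. Pathways were not analysed here.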

Unsupervised clustering analysis of all the epithelial cells from the lungs of *Cebpa*^ΔSftpc^ mice revealed fewer normal epithelial cells — including AT2 cells, AT1 cells, ciliated cells, and other airway cells — than in *Cebpa^fl/fl^* mice (Figure 3D). 

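Clustered again by themselves at a resolution of 0.1, the epithelial cells formed 4 sub-clusters. The AT2-like one held 442 (57.1%) of the *Cebpa fl/fl* and 350 (35.9%) of the *Cebpa* ΔSftpc epithelial cells. The AT1-like one held 118 (15.2%) and 110 (11.3%), and the ciliated-like one 173 (22.4%) and 32 (3.28%). The remaining sub-cluster took no name. Its median number of UMIs per cell was 7690 in the *Cebpa fl/fl* library and 1272 in the *Cebpa* ΔSftpc library. All of its cells were in the ciliated-like cluster of the clustering of all cells. That cluster had more *Cebpa* ΔSftpc than *Cebpa fl/fl* cells, 517 (3.91%) against 214 (1.86%), with medians of 1308 and 16590 UMIs. Counted over cells with at least 3000 UMIs, it had 65 (1.05%) and 209 (2.55%). In the other clusterings of all cells, the ciliated-like cluster was smaller in the *Cebpa* ΔSftpc library. It had 200 *Cebpa fl/fl* and 32 *Cebpa* ΔSftpc cells without integration, 174 and 31 with all 3000 variable genes, and 171 and 32 at a resolution of 1.0. An unnamed cluster led by *Scgb1a1* stood beside it, with 17 *Cebpa fl/fl* and 537 *Cebpa* ΔSftpc cells without integration and 39 and 489 with all 3000 variable genes. No sub-cluster of club or basal cells was found, so other airway cells were not counted.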

In *Cebpa*^ΔSftpc^ mice, a unique population of transitional AT2 cells emerged, characterized by high expression of *S100a8/a9* but lower expression of *Sftpc* compared with *Cebpa^fl/fl^* mice (Figure 3E and Supplemental Figure 3D). In addition, *S100a8/9* were the genes with the greatest overexpression in AT2 cells from the lungs of *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice (Figure 3F).

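The sub-cluster without a name was the one that met this description, by a rule settled after the sub-clusters had been seen. Its *Cebpa* ΔSftpc cells had a higher summed level of *S100a8* and *S100a9* than the AT2-like sub-cluster, 684 CPM (630–742) against 533 CPM, and a lower level of *Sftpc*, 563 CPM against 94293 CPM. The order of the *S100a8* and *S100a9* levels was reversed among *Cebpa* ΔSftpc cells with fewer than 3000 UMIs, with 886 CPM (813–963) against 2639 CPM, or 1.21 against 3.68 UMIs per cell. Among those with at least 3000 it was 188 CPM (138–250) against 157 CPM (140–175), within counting error, and 1.47 against 3.05 UMIs per cell. Its share of epithelial cells was 5.30% (3.83–7.12) in the *Cebpa fl/fl* library and 49.5% (46.4–52.7) in the *Cebpa* ΔSftpc library, a log2 ratio of 3.23. The genes that led it were of immune cells, *Ccl6*, *Ccl4*, *Chil3* and *Tyrobp* among them, and its *Cebpa* ΔSftpc cells had 74287 CPM of the club cell gene *Scgb1a1* and 172 and 600 CPM of the ciliated cell genes *Foxj1* and *Tmem212*. In the *Cebpa* ΔSftpc cells of the AT2-like sub-cluster, *Foxj1* was at 0.871 and *Tmem212* at 2.18 CPM. The markers *Krt8*, *Cldn4* and *Sfn* of transitional AT2 cells were at 287, 2.31 and 26.5 CPM in the *Cebpa* ΔSftpc cells of the unnamed sub-cluster. In its *Cebpa fl/fl* cells they were at 860, 35.9 and 144 CPM. In the *Cebpa* ΔSftpc cells of the AT2-like sub-cluster they were higher, at 427, 38.3 and 133 CPM. Of the *Cebpa* ΔSftpc cells of the unnamed sub-cluster, 451 (93.4%) had fewer than 3000 UMIs. These had 245 CPM of *Sftpc*, against 627 CPM in endothelial-like cells of that library with as few UMIs. B cell-like cells of that library with as few UMIs had 1918 CPM of *S100a8* and *S100a9* together. Among epithelial cells with at least 3000 UMIs, the sub-cluster made up 5.23% (36 cells) and 13.9% (32 cells), a log2 ratio of 1.41. Of all cells with at least 3000 UMIs it made up 0.439% and 0.515%, a log2 ratio of 0.23 (−0.78 to 1.24), within counting error. Without integration, the sub-clusters that met the description held 51 *Cebpa fl/fl* (6.24%) and 837 *Cebpa* ΔSftpc (81.8%) epithelial cells, a log2 ratio of 3.71. A sub-cluster led by *S100a9* and *S100a8* was among them, with 28651 CPM of *Sftpc* in its *Cebpa* ΔSftpc cells. So was another, led by *Tagln* and *Acta2*. The description therefore did not pick out the same cells under each setting. When all 3000 variable genes were used, another sub-cluster, led by *Retnlg* and *S100a8*, met the description. It had 139 *Cebpa fl/fl* and 39 *Cebpa* ΔSftpc cells and a log2 ratio of −2.19. The sub-cluster led by *Ccl6* and *Ccl4* did not meet it there, but was again larger in the *Cebpa* ΔSftpc library, with 3.96% (37 cells) and 40.9% (488 cells). At a resolution of 0.3, a sub-cluster led by *Sprr1a*, *Sfn* and *Cldn4* was named transitional AT2-like. It held 5 *Cebpa fl/fl* cells (0.646%) and 28 *Cebpa* ΔSftpc cells (2.87%), and its *Cebpa* ΔSftpc cells had 1688 CPM of *S100a8* and *S100a9* together and 74.3 CPM of *Sftpc*.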

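*S100a8* (ENSMUSG00000056054) and *S100a9* (ENSMUSG00000056071) lie on chromosome 3, the former on the plus strand from 90668978 to 90670035 and the latter on the minus strand from 90692632 to 90695721. In AT2-like cells *S100a8* had 5 UMIs in the *Cebpa fl/fl* library and 389 in the *Cebpa* ΔSftpc library. Its level went from 0.552 CPM (0.179–1.29) to 198 CPM (178–218), a log2 ratio of 8.48 (7.25–10.11). *S100a9* had 9 and 487 UMIs and went from 0.993 CPM (0.454–1.89) to 247 CPM (226–270), a log2 ratio of 7.96 (7.02–9.10). Ordered by the ratio, with counts below 3 raised to 3, they were numbers 3 and 6 of the 9864 genes. This order depends on the raised counts. Without them, an alternative chosen after seeing the data, the genes were numbers 9 and 12, after *Bpifb1*, *Reg3g*, *Il1b* and other genes with at most 2 UMIs in the *Cebpa fl/fl* library. Above both in either order stood *Scgb3a1* (ENSMUSG00000064057) with a log2 ratio of 11.12 and *Scgb3a2* with 10.38. These are genes of airway secretory cells, and 5 cells held 99.6% of the 2424 *Scgb3a1* UMIs. *Bpifa1* had 2 and 209 UMIs and, without raised counts, a log2 ratio of 8.91 (7.04–11.96), and *Chil3* had 3 and 203 UMIs and 8.28 (6.71–10.57). *S100a8* was number 1 and *S100a9* number 3 with Scrublet doublets left out, and also with cells of at least 5% secretoglobin UMIs left out, the latter chosen after seeing the data. Under the other alternatives that were ranked with raised counts, *S100a8* lay between numbers 3 and 8 and *S100a9* between numbers 4 and 11, with 8 and 11 in cells with at least 3000 UMIs. Among cells with fewer, of which the *Cebpa fl/fl* library had 8, *S100a9* was number 1 and *S100a8* number 5 of 916 genes. The log2 ratios of both genes moved most in cells with at least 3000 UMIs, an alternative chosen after seeing the data, to 6.73 and 6.19. With counts thinned to 1000 UMIs per cell, none of their UMIs was left in the *Cebpa fl/fl* library, so that only lower bounds of 6.58 and 6.93 remained. With free RNA subtracted, both genes fell to 0 in the AT2-like cells of both libraries, so that no ratio remained. All 18 genes of Fig. 3F were higher in the *Cebpa* ΔSftpc AT2-like cells, with a median log2 ratio of 1.40, and the smallest was 0.57 for *Ramp2*. In cells of at least 3000 UMIs, 15 of the 18 were higher, and *Hpgd* had a log2 ratio of −0.67.

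The genes were also higher in *Cebpa* ΔSftpc cells of other types. Their summed level was 445 CPM in AT2-like, 368 CPM in endothelial-like, 694 CPM in fibroblast-like, 259 CPM in B cell-like and 105841 CPM in neutrophil-like cells of this library. Among *Cebpa* ΔSftpc cells with fewer than 3000 UMIs, it was 2050 CPM (1896–2212) in AT2-like and 1914 CPM in endothelial-like cells. Among those with at least 3000, it was 132 CPM (115–150) and 163 CPM, or 2.52 and 1.23 UMIs per cell, but these AT2-like cells had a median of 20481.5 UMIs and the endothelial-like cells one of 6816.5. Thinned to the same number of UMIs, 24.0% (18.9–29.8) of the *Cebpa* ΔSftpc AT2-like cells had an *S100a8* UMI and 29.5% an *S100a9* UMI. The shares in *Cebpa* ΔSftpc endothelial-like cells were 12.6% and 14.9%. Before thinning, they were 42.3% and 48.3% in AT2-like and 30.1% and 38.3% in endothelial-like cells, which had medians of 1541 and 4485 UMIs. In the *Cebpa fl/fl* AT2-like cells the thinned share was 0 of 435 for both genes, which allows up to 0.690% at 3 counts of the total, and 0.920% and 1.84% before thinning.

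**Figure D2:**
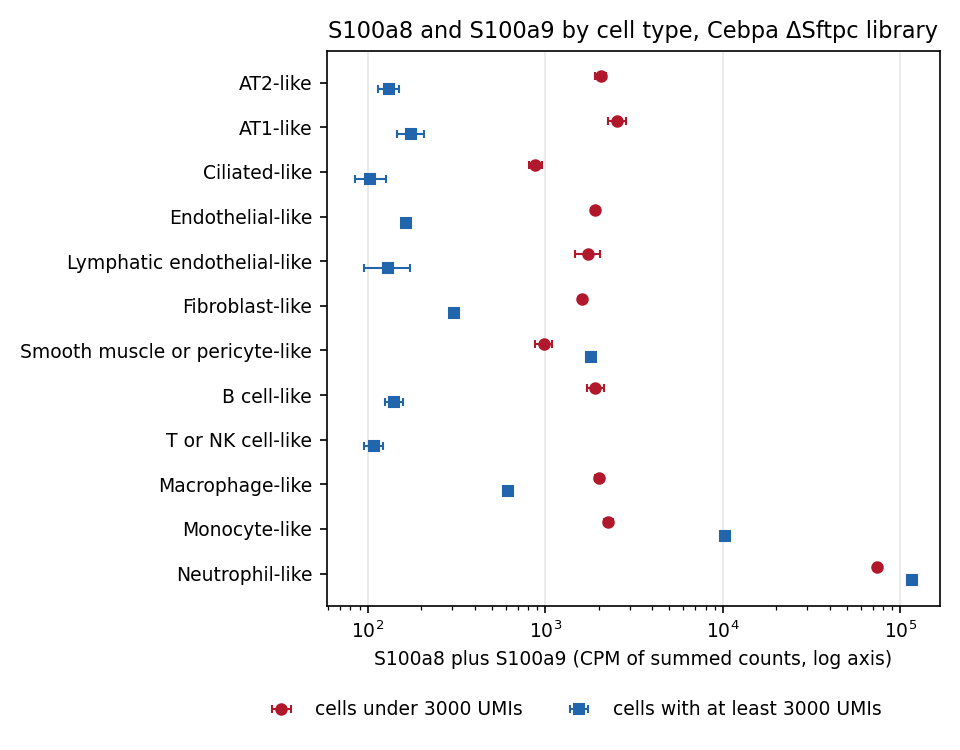
Summed level of *S100a8* and *S100a9* in CPM (x axis, log scale) in cell types of the *Cebpa* ΔSftpc library (y axis), with 95% intervals for counting error. Circles are cells with fewer than 3000 UMIs, of which there were none among T or NK cell-like cells, and squares cells with at least 3000. AT2-like cells lie at 2050 and 132 CPM, beside endothelial-like cells at 1914 and 163 CPM.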

Next, we quantified transcriptional noise in single cells following previous work (31, 32) as an indicator of the variability in gene expression. Transcriptional noise is often associated with loss of transcriptional control with aging, leading to a loss of cell identity. 

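Noise was measured for each gene as the Fano factor, the variance of its SCTransform-corrected counts over the epithelial cells of a library divided by their mean. A gene whose counts vary as in Poisson sampling has a Fano factor near 1. Over 12711 genes detected in at least 3 epithelial cells of each library, the median Fano factor was 1.07 in the *Cebpa fl/fl* and 1.39 in the *Cebpa* ΔSftpc library. The median difference per gene was 0.277, and 82.1% of the genes were higher in the *Cebpa* ΔSftpc library. On the natural log of 1 plus the corrected counts, a scale chosen after seeing the data, the medians were 0.682 and 0.794. Genes are not independent replicates, so these numbers carry no test. Within AT2-like cells the medians were 0.961 and 1.42 over 9764 genes. For all epithelial cells, the direction was not kept with counts thinned to a like depth or with the cells of few UMIs left out. With raw counts thinned to 1000 UMIs per cell, in 732 *Cebpa fl/fl* and 785 *Cebpa* ΔSftpc cells, the medians were 0.996 and 0.994 over 10789 genes, with a median difference of −0.00254. With SCTransform-corrected counts of epithelial cells with at least 3000 UMIs, the medians were 0.987 and 0.974, with a median difference of −0.0146, although depth still differed, with medians of 19541.5 and 7683.5 UMIs per cell. For AT2-like cells alone the difference was −0.00330 after thinning and 0.0210 among cells with at least 3000 UMIs.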

Here we observed an increase in transcriptional noise in epithelial cells from the lungs of *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice (Figure 3G). 

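Among epithelial cells, *S100a9* had an SCTransform-corrected count above 0 in 4 *Cebpa fl/fl* and 296 *Cebpa* ΔSftpc cells. Its mean corrected count was 0.00517 in the *Cebpa fl/fl* and 1.34 in the *Cebpa* ΔSftpc library. Its Fano factor was 0.996 and 9.70. Ordered by the increase in Fano factor, it was number 8 of the 12711 genes. *S100a8* had a corrected count in 2 *Cebpa fl/fl* cells and was therefore outside these genes. Its mean was 0.00258 and 1.13, its Fano factor 0.999 and 8.79, and it had a corrected count in 269 *Cebpa* ΔSftpc cells. Before correction, 8 *Cebpa fl/fl* AT2-like cells alone had an *S100a9* UMI and 4 an *S100a8* UMI. A part of the difference in positive cells therefore comes from the correction. With 2 and 4 positive cells, a Fano factor in the *Cebpa fl/fl* library is close to 1 whatever the gene. After thinning, no *Cebpa fl/fl* epithelial cell had a UMI of either gene, and the Fano factors in the *Cebpa* ΔSftpc library were 4.90 for *S100a8*, in 167 cells, and 5.23 for *S100a9*, in 185 cells. For *Sftpc* the direction depended on the counts. Its Fano factor fell from 584 to 375 with corrected counts and rose from 84.8 to 105 with thinned counts.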

More specifically, both noise and expression levels for the *S100a8/a9* increased in samples from *Cebpa*^ΔSftpc^ mice (Figure 3H). 

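Pseudotime orders cells by their distance from a starting cell along a graph of similar cells. Diffusion pseudotime, computed with scanpy on 10 diffusion components and 30 neighbors, was used in place of Monocle 3, with the start in the AT2-like cells. Over AT2-like and AT1-like cells, its median was 0.103 (quartiles 0.0763–0.128, 560 cells) in the *Cebpa fl/fl* library and 0.123 (quartiles 0.101–0.243, 458 cells) in the *Cebpa* ΔSftpc library, a difference of 0.0199. In AT2-like cells alone the medians were 0.0912 and 0.112, and in AT1-like cells 0.663 and 0.845. For AT2-like cells with fewer than 3000 UMIs the order was reversed, with 0.117 in 8 *Cebpa fl/fl* and 0.111 in 233 *Cebpa* ΔSftpc cells. For those with at least 3000 the medians were 0.0907 and 0.115. The starting cell came from the *Cebpa* ΔSftpc library. Among cells with at least 3000 UMIs, where it came from the *Cebpa fl/fl* library, the medians over both types were 0.0450 (479 cells) and 0.138 (165 cells), a difference of 0.0933. In AT2-like cells above that limit the difference was 0.0279. AT1-like cells were 52 of the 479 *Cebpa fl/fl* and 79 of the 165 *Cebpa* ΔSftpc cells there, so the mix of the types entered the difference over both.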

Pseudotime trajectory analysis revealed that AT2 cells tended to become less distinct and more transitional following *Cebpa* KO (Figure 3I), suggesting that Cebpa deficiency causes a loss of epithelial identity, consistent with other studies (11, 13, 15).

### Cebpa is essential to maintain AT2 cells.

We have shown that, in mouse models, *Cebpa* loss in AT2 cells promotes lung fibrosis and impairs its resolution, while also reducing AT2 cell–associated transcripts. Thus, we hypothesized that Cebpa is critical for maintaining AT2 cell identity. To test this hypothesis, we performed immunostaining and gene expression analyses 6 months after *Cebpa* deletion in *Cebpa*^ΔSftpc^ mice, a time point associated with significant fibrosis. Sftpc expression and the number of Sftpc^+^ cells were significantly reduced in *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice (Figure 4, A and B), indicating a loss of AT2 cells in *Cebpa*^ΔSftpc^ *mice*. qPCR (Figure 4C) also showed significantly decreased transcripts of *Sftpc* from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice. Transmission electron microscopy confirmed that deleting *Cebpa* in AT2 cells led to loss of lamellar bodies, a defining feature of AT2 cells (Figure 4D).

To determine whether *Cebpa* plays a role in AT2 cell stemness, we created organoids from lung cells gathered from *Cebpa^fl/fl^* and *Cebpa*^ΔSftpc^ mice 6 months after *Cebpa* deletion, according to established protocols (33, 34). Organoid formation requires stemness potential of the AT2 cells, as does lung regeneration. *Cebpa* deletion in AT2 cells significantly reduced organoid formation (Figure 4, E and F), indicating that stemness potential in the lung requires *Cebpa*. Immunostaining confirmed abundant expression of Sftpc in *Cebpa^fl/fl^* organoids compared with *Cebpa*^ΔSftpc^ organoids (Figure 4G). Next, we investigated LysoTracker uptake to determine how many mature AT2 cells were present. We observed significantly reduced uptake of LysoTracker, which stains acidic compartments in live cells and selectively accumulates in lamellar bodies (35), in *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* organoids (Figure 4, H and I), indicting that fewer mature AT2 cells are present in the *Cebpa*^ΔSftpc^ organoids.

To further evaluate the role of Cebpa in determining the identity of AT2 cells, we generated lineage-tracing mice (tdTomato^+/+^ Sftpc-Cre^+/+^) to track the fate of AT2 cells in the presence (Cebpa-floxed^–/–^ [*Cebpa*^fl-/fl-^]) and absence of *Cebpa* (Cebpa-floxed^+/+^ [*Cebpa*^fl+/fl+^]). We hypothesized that mice with a *Cebpa* deletion (6 months after first tamoxifen) would disrupt the intact AT2 identity of those lineage-tracing tdTomato^+^ cells in their lungs. Immunostaining showed significantly reduced expression of Cebpa, Sftpc, and another AT2 cell marker, ATP Binding Cassette Subfamily A Member 3 (Abca3), in tdTomato^+^ cells from *Cebpa*-deleted mice (Figure 4, J–L). Taken together, our results show that (a) Cebpa is essential to maintain AT2 cell identity and function and (b) its deletion leads to lung fibrosis. These findings align with those from previous studies (12, 36) showing that AT2 cell dysfunction contributes to lung fibrosis initiation and progression.

### S100A8/A9 inhibitor paquinimod alleviates lung fibrosis.

Chronic inflammation prevents AT2-AT1 cell differentiation, leading to the accumulation of aberrant AT2 cells and impaired alveolar regeneration (15). Thus, we hypothesized that creating a fibrotic environment for lung organoids would decrease markers of healthy, mature AT2 cells (such as Cebpa). When we treated lung organoids from Sftpc-GFP mice with recombinant proteins S100A8/A9, *Cebpa* and *Sftpc* expression were reduced (Supplemental Figure 4), similar to effects observed under treatment with TGF-β1 (Supplemental Figure 4).

Persistent inflammation can also trigger fibrosis (37). In the previous experiments, we showed that (a) *Cebpa* loss induces persistent inflammation with prominent S100A8/A9 expression and (b) the S100A8/A9 proteins themselves can contribute to *Cebpa* repression. Therefore, we hypothesized that S100A8/A9 are mediators of fibrosis. To test our hypothesis, we employed paquinimod, an orally active quinoline-3-carboxamide class immunomodulator that targets S100A8/A9 via direct binding, blocking their interaction with their receptors (38). Paquinimod has been found to be effective in other nonlung fibrosis conditions (39–41). We treated 68-week-old aged mice i.p. with paquinimod (10 mg/kg) starting 6 days after bleomycin injection (daily for 7 days) and then harvested the mice 21 days after bleomycin injury (Figure 5A). This scheme allowed us to determine the effect of blocking S100A8/A9 in a model of persistent lung fibrosis. After 4 days, weight significantly improved in paquinimod-treated versus control mice (Figure 5B). Survival was also higher in paquinimod-treated mice (Figure 5C). Flow cytometry analysis showed that paquinimod treatment reduced neutrophil (CD45^+^CD11b^+^Ly6G^+^) and eosinophil (CD45^+^CD11b^+^Siglec-F^+^) accumulation in the lungs (Figure 5D). Histologically, paquinimod-treated mice exhibited less lung fibrosis and total collagen content than control mice, as assessed by H&E staining (Figure 5E) and the hydroxyproline assay (Figure 5F). Finally, paquinimod treatment ameliorated the increase in profibrotic gene expression (Figure 5G) and the decrease in AT2 cells (shown by Sftpc expression) observed in control mice (Figure 5, H and I). These results indicate that blocking the inflammatory signals from S100A8/A9 can alleviate lung fibrosis in a mouse model.

### Restoring Cebpa expression alleviates lung fibrosis.

Because *Cebpa* KO induces long-lasting lung fibrosis, we aimed to determine if restoring Cebpa could alleviate lung fibrosis. First, we administered tamoxifen to delete *Cebpa* in *Cebpa*^ΔSftpc^ mice, and 4 weeks later, we administered a single dose of bleomycin intratracheally to induce experimental lung fibrosis. Twenty-one days after bleomycin injury, mice received a single intratracheal dose of 5 × 10^10^ genome copies of AAV9-mCebpa or AAV9-control. We then performed analyses 28 days after bleomycin injury (Figure 6A). After day 21 after bleomycin injury, mice treated with AAV9-mCebpa (those with restored Cebpa expression) exhibited less weight loss than control mice (Figure 6B). At 28 days after bleomycin injury, *Sftpc* and *Cebpa* expression from sorted lung epithelial cells was restored by AAV9-mCebpa treatment, both with and without bleomycin treatment (Figure 6C). Architectural distortion (Figure 6D) and total collagen in the lungs of mice treated with AAV9-mCebpa was also significantly lower (Figure 6E). Bleomycin increased profibrotic gene transcripts in whole lung tissue from control mice, but this increase was attenuated by treatment with AAV9-mCebpa (Figure 6F).

To explore the relevance of targeting Cebpa to treat human lung fibrosis, we generated organoids from human lung tissue (Supplemental Figure 5A) and treated them with TGF-β1 (10 ng/mL) to induce a fibrotic phenotype with or without *Cebpa* overexpression (Supplemental Figure 5B). Overexpression of *Cebpa* significantly upregulated *Sftpc* expression in the lung organoids derived from sorted mouse lung epithelial cells (Supplemental Figure 5C). For human lung organoids, representative bright-field images showed mixed cellular populations, including epithelial spheres and fibroblasts present in the lung organoids (Supplemental Figure 5D). The goal of using mixed cell culture is to recapitulate the effects of Cebpa gene delivery in vivo, since AAV might infect both epithelial cells and fibroblasts in the lung. Delivery of Cebpa to these human lung organoids via AAV9-mCebpa treatment increased *SFTPC* expression and decreased profibrotic gene expression (Supplemental Figure 5E), which help us understand the overall effects of this approach, specifically the restoration of AT2 gene expression and antifibrotic effects simultaneously.

We also tested the ability to enhance endogenous *Cebpa* expression using an inactivated CRISPR-Cas9 system. In this system, sgRNAs target sequences within −400 and +100 bp of the transcriptional start site (TSS, in particular between −100 and +50 bp) to enhance transcriptional activation (42–44). Following the protocol published by Liao et al. (45), we created an AAV-dgRNA_Cebpa construct and identified 4 target sequences near the *Cebpa* TSS (Figure 6G), which were inserted into plasmids. To test the effectiveness of these 4 gRNAs, we cultured sorted lung CD326^+^ cells from Cas9 mice and transfected them with the 4 individual AAV-dgRNA_Cebpa plasmids in vitro and compared their *Cebpa* expression (Supplemental Figure 6). The gRNA1 plasmid significantly increased the expression of Cebpa (Figure 6, H and I) as well as *Sftpc* expression (Figure 6H). To study the effect of endogenous *Cebpa* reactivation in a mouse model of fibrosis, a single dose of 5 × 10^11^ genomic copies of AAV9-dgRNA_Cebpa or AAV9-control was injected intratracheally into the lungs of Cas9 mice 7 days after administering bleomycin (Figure 6J). Mice that received AAV9-dgRNA_Cebpa lost less weight than control mice at day 21 (Figure 6K). At day 10 after bleomycin injury, AAV9-dgRNA_Cebpa treatment significantly upregulated both *Cebpa* and *Sftpc* expression in sorted epithelial cells (Figure 6L). At day 21 after bleomycin injury, H&E staining (Figure 6M) and the hydroxyproline assay (Figure 6N) further demonstrated that treatment with AAV9-dgRNA_Cebpa versus the control vector reduced total collagen content. AAV9-dgRNA_Cebpa treatment also reduced profibrotic gene expression in whole-lung tissue samples (Figure 6O). These results indicate that restoring endogenous Cebpa expression in the lung is able to accelerate fibrosis resolution and alleviates fibrotic response in a mouse model as well as a human lung organoid model of fibrosis.

## Discussion

In this study, we set out to identify a candidate gene involved in fibrosis, confirm its contribution to the disease process, and investigate the molecular mechanisms responsible. By comparing unbiased gene expression of epithelial cell populations from human IPF versus control lung samples, we identified loss of CEBPA as a candidate regulator of epithelial dysfunction in AT2 cells from IPF samples. Next, we used mouse models of lung fibrosis to establish Cebpa’s role in epithelial identity, tissue homeostasis, and repair in the lung. Deleting Cebpa in AT2 cells was sufficient to initiate mild, spontaneous fibrosis in mice, and deletion significantly amplified and prolonged the fibrotic response to bleomycin injury. *Cebpa* KO in mouse AT2 cells also resulted in the loss of surfactant proteins and lamellar bodies and increased inflammation levels, demonstrating that Cebpa deficiency causes AT2 cells to lose key markers of their identity. Lastly, restoring *Cebpa* expression via AAV-mediated gene overexpression or CRISPR activation was sufficient to protect AT2 cells and diminish lung fibrosis in mouse models, as well as human lung organoids.

These findings are consistent with a growing body of literature showing epithelial alterations in scRNA-Seq studies from patients with IPF (10, 14, 27, 46). Recent studies have shown that transitional AT2 cells or indeterminate epithelial cells mediate pulmonary fibrosis, displaying aberrant activation of the TGF-β, ER stress, and TP53 signaling pathways (11). Our findings that *Cebpa* KO causes AT2 cell surfactant protein loss, lamellar body loss, and increased inflammation demonstrates that AT2 cells can lose their identity due to *Cebpa* deficiencies. We report that Cebpa is crucial to maintaining AT2 cell identity, which is consistent with its role in epithelial maintenance by preventing epithelial-to-mesenchymal transition (24). CEBPA has been known as a master regulator of adipogenesis, which control lipids generation (18, 19). CEBPA has been also studied mainly in the embryonic lung (21, 22). While many factors contribute to lung development and maturation, their losses do not necessarily lead to lung fibrosis. The uniqueness of lower CEBPA expression in the IPF highlights its association with fibrosis phenotype. Previous work demonstrated that specific deletion of *Cebpa* in the lung epithelium blocks the production of surfactant lipids and proteins necessary for lung function, which cause lung epithelium immaturity and respiratory failure (22). Mice that survived postnatally from embryonic deletion of *Cebpa* developed COPD and fibrosis phenotypes characterized by histology and inflammatory indicators (26). Our findings linking *Cebpa* loss to a fibrotic phenotype in the lungs of adult mice build on these earlier findings, highlighting the pathobiological relevance of *Cebpa* deficiency in the AT2 cells from human IPF lungs.

Prior studies have shown that bleomycin-induced lung fibrosis spontaneously resolves in young mice and, thus, fails to fully recapitulate IPF phenotypes in humans, including aberrant epithelial remodeling and progressive fibrosis (28, 29). Thus, there remains an unmet need for a preclinical model with features that more closely resemble the human IPF. By contrast, the persistent pulmonary fibrosis model we present in this study has strong clinical relevance, as evidenced by the *CEBPA* deficiency we documented in AT2 cells from patients with IPF. Fibrosis is not maintained by bleomycin-induced lung injury but is induced and sustained by *Cebpa* KO in AT2 cells, in agreement with the role for AT2 cell dysfunction in mediating lung fibrosis (12, 36).

It is well known that persistent inflammation increases with age, contributing to organ dysfunction and fibrosis (47). However, the molecular mechanisms linking age, inflammation, and fibrosis remain mysterious. Aging is often associated with cellular “fate drifts” and ambiguous cell-type identities (48, 49). Aging can also result in dysregulated transcriptional programs that lead to transcriptional noise, which may contribute to inflammation. Transcriptional noise serves as an indicator for the variability in gene expression and is often associated with the loss of transcriptional control, particularly with aging, leading to a loss of cell-type specificity. Aging involves stochastic changes rather than a precisely orchestrated alteration in gene activity. For example, scRNA-Seq studies have shown that lung cells (50) and pancreatic cells (49) become transcriptionally noisy with age. Increased transcriptional noise and deregulated epigenetic control were found in the lungs of aged mice. Individual endocrine cells in older individuals were more likely to express irrelevant hormone genes, mirroring our findings that the loss of Cebpa indicates a loss of transcriptional control in AT2 cells, resulting in increased expression of erratic genes such as *S100a8* and *S100a9*. Therefore, progressive fibrosis could result from transcriptional noise and erratic inflammation disrupting AT2 cells homeostasis. Consistent with this hypothesis, we showed that AT2 cells from mouse lungs harboring *Cebpa* KO displayed significantly increased transcriptional noise across lung epithelial populations, leading to disrupted tissue homeostasis and aberrant inflammation. These aberrant AT2 cells were characterized by increased expression of S100a8/a9, which are also upregulated during aging (51) and play a crucial role in fibrosis onset and the subsequent formation of a feed-forward fibrotic loop that promotes fibrosis (51–53). Furthermore, we have shown that the S100A8/A9 inhibitor paquinimod effectively alleviated fibrotic response and restored AT2 cell populations in a bleomycin-induced lung fibrosis aged mice model. We also acknowledged that the likely effects of paquinimod might not only result from regulating epithelial cells but also from blocking the proinflammatory and profibrotic effects of monocytes. This represents a limitation of this experiment. In short, our study presents a mechanism by which *Cebpa* deficiency in lung AT2 cells links aging, disrupted homeostasis, and fibrosis.

Our experiments also suggest that increasing *CEBPA* might be protective or therapeutic in IPF. However, *CEBPA* is a transcription factor that is considered to be an undruggable target. Increasing gene expression by delivery and overexpression from plasmids via AAVs is a potential strategy for targeting this undruggable pathway. We also note that intratracheal instillation of AAVs might infect multiple cell types including macrophages and fibroblasts in the lung. Here, we also used a CRISPR activation system to enhance *Cebpa*, which involves the use of a modified version of the CRISPR-Cas9 system. In CRISPR activation, a deactivated version of the Cas9 enzyme (called dCas9) is fused with transcriptional activator domains and is guided to a specific DNA sequence by a gRNA complementary to the target gene’s sequence (54). Once the dCas9-gRNA complex binds to the promoter of the target gene, the transcriptional activator domain recruits transcriptional machinery, leading to increased target gene expression. It has the advantages of bypassing the size limitation of AAV gene delivery (45), avoiding the need for genome editing/insertion (55), limiting the risk of aberrant overexpression, and ensuring a physiological range of expression levels (56) depending on basal gene expression levels and the gene’s epigenetic status. Clearly, the safe and efficient delivery of a CRISPR activation system in vivo, as performed here, remains a major challenge to the widespread clinical success of any CRISPR-Cas9 therapeutics (57). Our study provides an initial proof of concept that insufficient gene expression can be restored by CRISPR activation in vivo to alleviate a model of chronic lung disease. Future research may uncover the epigenetic mechanism of CEBPA repression in human pulmonary fibrosis, potentially leading to additional strategies for restoring gene regulation.

In conclusion, our results demonstrate that CEBPA plays a critical role in AT2 cell maintenance and tissue homeostasis in the mouse lung. We speculate that lower levels of CEBPA expression in the lungs of patients with IPF are a central feature of chronic lung injury characterized by AT2 cell loss, persistent inflammation, and disrupted tissue homeostasis. Our work provides mechanistic insights into the regulation of AT2 cell identity by *Cebpa* and by *Cebpa* deficiency–induced inflammation, characterized by increased *S100a8/a9* expression. Moreover, we have shown that restoring *Cebpa* expression was sufficient to alleviate fibrosis (Supplemental Figure 7). Future research will be necessary to uncover the epigenetic mechanism responsible for CEBPA repression in human IPF and to design a more precise gene restoration method based on that specific mechanism. In the future, such an approach could be harnessed to rescue expression of CEBPA or other regulators of aberrant epithelial cell types in patients with IPF and other chronic lung diseases, to restore tissue homeostasis and promote lung repair.

## Methods

### Sex as a biological variable.

Sex was not considered as a biological variable. Both male and female mice were included in this study.

### Human specimens.

Human lung samples were used to generate lung organoids. Lung tissues were collected from patients whose “healthy” lungs were deemed unsuitable for transplantation due to size incompatibility or were unsuitable for lung transplantation.

### Mouse models.

Sftpc-CreERT2 mice (58), *Cebpa* “floxed” allele mice (59), and tdTomato Cre mice (60) were purchased from The Jackson Laboratory. All mice analyzed had mixed genetic backgrounds and were age matched unless mentioned specifically. The mice used for experiments were 3 months old unless otherwise indicated. *Cebpa* conditional KO in the AT2 cells was conducted in the Sftpc-CreER^+^ *Cebpa^fl/fl^* mice (referred to as *Cebpa*^ΔSftpc^ mice) and their control *Cebpa^fl/fl^* mice. Additional lineage tracing was carried out in Sftpc-CreER^+^ tdTomato^+^ mice, which have tdTomato labeling with (*Cebpa^fl+/fl+^*) or without (*Cebpa^fl−/fl−^*) the deletion of Cebpa in the AT2 cells after tamoxifen treatment. Cas9 mice were purchased from The Jackson Laboratory (Rosa26-Cas9 knockin on B6J, stock no. 026179). These CRISPR/Cas9-knockin mice constitutively express CRISPR-associated protein 9 (cas9) endonuclease and EGFP in a widespread fashion under the direction of a CAG promoter, which can be used with designed gRNAs for manipulating gene expression in vivo or ex vivo.

### Mouse experimental fibrosis experiments.

*Cebpa* deletion was induced with 5 injections of 75 mg tamoxifen/kg body weight, daily. A second round of weekly tamoxifen injections was given if analyses were performed more than 3 months after the initial round of tamoxifen injection. To induce experimental fibrosis, bleomycin (0.5 U/kg in 50 μL saline) was administered to the mice intratracheally, as previously described (29). Mice were then randomized to receive 10 mg/kg/day paquinimod (or corn oil) i.p. for 7 days to inhibit the effect of S100a8/a9. Mice were also randomized to receive a single intratracheal dose of AAV9-mCebpa, AAV9-dgRNA_Cebpa, or AAV9-empty control. Lungs were collected at designated time points.

### Lung harvest, FACS, and analysis.

Mice were anaesthetized with 90–120 mg/kg ketamine combined with 10 mg/kg xylazine, after which their lungs were perfused with ice-cold PBS. The lungs were then immediately harvested, minced in 10 cm petri dishes, and incubated in digestive solution: DMEM (Thermo Fisher Scientific, 11965092), 0.2 mg/mL Liberase DL (MilliporeSigma, 5401119001), and 100 U/mL DNase I (MilliporeSigma, 4536282001). Tissue was digested at 37°C for 40 minutes. Digestive solution was inactivated with 1× volume DMEM (Thermo Fisher Scientific, 11965092) containing 10% FBS (Thermo Fisher Scientific, A5256701). Cell and tissue suspensions were subjected to a 40 μm filter and centrifuged at 300*g* for 5 minutes. Cell pellets were then resuspended in RBC lysis buffer (BioLegend, 420301) for 90 seconds and diluted in a 4× volume of PBS. Cells were centrifuged at 300*g* for 5 minutes and resuspended in 200 μL MojoSort Buffer (BioLegend, 480017). Single-cell suspensions were then incubated with PerCpCy5.5 anti–mouse CD45 (BioLegend, 1:200, 157612), PE anti–mouse CD326 (BioLegend; 1:200, 118206), and DAPI (Thermo Fisher Scientific, 1:1,000, 62248) antibodies for 30 minutes on ice. To isolate and analyze CD326^+^ cells, cells were sorted by FACS using a BD FACS Aria II (BD Biosciences). The following selection strategy was used: debris exclusion (forward scatter area [FSC-A] by side scatter A [SSC-A]), doublet exclusion (SSC width [SSC-W] by SSC height [SSC-H] and FSC-W by FSC-H), dead cell exclusion (DAPI^–^), CD45 cell removal. Epithelial cells were sorted as DAPI^–^CD45^–^CD326^+^ cells. For RNA analysis, CD326^+^ cells were sorted directly into RLT lysis buffer (Qiagen, 74004). To analyze eosinophils and neutrophils, additional antibodies for APC anti-CD11b (BioLegend, 1:200, 101211), BV421 anti-mouse CD170 (Siglec-F, BioLegend, 1:200, 155509), and PE/Cyanine7 anti–mouse Ly-6G (BioLegend, 1:200, 127617) were included in the antibody incubation. Population analysis was performed using FlowJo FACS analysis software (BD Biosciences).

### Lung organoid culture and primary cell culture.

Briefly, fresh lung tissue was cut in small pieces (1–2 mm^2^) and incubated in digestive solution (100 U/mL DNase I plus 0.2 mg/mL Liberase at 35 minutes for mouse lung, 2 mg/mL collagenase I at 90 minutes for human lung). After 70 μm filter and cells were embedded into a Matrigel (Corning, 356231) dome, which was incubated at 37°C for 30 minutes to allow time for polymerization. Once embedded, the explants were fed with AT2 medium following an established protocol (34). The medium was changed every other day. For mouse lung epithelial cells organoids, DAPI^–^CD45^–^CD326^+^ cells will be used for Matrigel culture. For monolayer epithelial cell culture, cells were cultured in Epithelial Cell Medium (Cell Biologics, M6621) with 5% CO_2_ and 95% air in a humidified incubator. Transient transfection was performed using a Lipofectamine 3000 kit (Thermo Fisher Scientific, L3000015) according to the manufacturer’s instructions.

### CRISPR activation in vitro and in vivo.

Following the protocol published by Liao et al. (45), we constructed sgRNAs that identified 4 target sequences near the *Cebpa* TSS (Figure 6G). These predesigned, 14-bp gRNA spacers (5′–3′; GCGCAGGAGTCAGT; GGGCTCCCTAGTGT; CTGCAAGGCGAACC; ACAGCGCCGCCGGG) were inserted into plasmid AAV-U6-dgRNA-CAG-MPH, which utilizes a modified version of the Synergistic Activation Mediator (SAM) system. This plasmid was originally produced by Juan Belmonte (Addgene plasmid 106259) and expresses the transcription activator MS2:P65:HSF1 (MPH) from the CAG promoter and one U6-driven dgRNA in an AAV backbone. For the in vitro CRISPR activation experiment, AAV-U6-dgRNA-CAG-MPH plasmids carrying dgRNA_Cebpa (AAV-dgRNA_Cebpa) were transiently transfected into sorted CD326^+^Cas9^+^ cells using a Lipofectamine 3000 kit (Invitrogen) according to the manufacturer’s instructions. For the in vivo CRISPR activation experiment, AAV9 plasmids expressing AAV-dgRNA_Cebpa or AAV-control were produced by the University of Pennsylvania Vector Core. AAV9 was delivered to the mouse lung intratracheally, following an established protocol for bleomycin delivery (29).

### Hydroxyproline assay for measuring collagen.

Collagen content in the lung was measured using a hydroxyproline assay kit (Abcam, ab222941) according to the manufacturer’s instructions, as previously described (61). Frozen lung tissue was homogenized in sterile water at a ratio of 10 mg tissue to 100 μL water and hydrolyzed in 12M HCl in a pressure-tight, Teflon-capped vial at 120°C for 3 hours, followed by filtration through a 45 μm Spin-X Centrifuge Tube filter (Corning, 8162). Next, a 10 μL sample was dried in a Speed-Vac overnight, followed by incubation with 100 μL Chloramine T reagent for 5 minutes at room temperature and then incubation with 100 μL DMAB for 90 minutes at 60°C. The absorbance of oxidized hydroxyproline was measured at 560 nm. Hydroxyproline concentrations were calculated from a standard curve generated using known concentrations of trans-4-hydroxyl-L-proline. The total amount of protein isolated from the weighed tissues was determined by using a protein assay kit (Bio-Rad). Hydroxyproline content data were expressed as μg collagen per mg total lung protein (μg/mg).

### RNA extraction and quantitative PCR.

Total RNA was isolated from samples using the RNeasy Plus Mini kit (Qiagen, 74134) or RNeasy Micro Kit (Qiagen, 74004) depending on the RNA quantities. cDNA was synthesized with SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific, 18090050). Quantitative PCR (qPCR) amplification was carried out using the FastStart Essential DNA Green Master (Roche, 06402712001) for SYBR Green I-based real-time PCR on the Lightcycler 96 Real-Time PCR System (Roche), according to the manufacturer’s instructions. qPCR was performed by incubating plates at 95°C for 10 minutes and then cycling 40 times at 95°C for 10 seconds, 60°C for 10 seconds, and 72°C for 10 seconds. Ct values within each experiment were normalized against GAPDH/Gapdh levels, and fold change was calculated for all conditions relative to a single, randomly selected, control result. Both human and mice primers are listed in Table 1.

### Tissue preparation, H&E staining, and immunostaining.

Lungs were inflated with 4% formaldehyde solution (Thermo Fisher Scientific, 28908) and continually fixed in 4% formaldehyde at 4°C for 24 hours. Then the lungs were cryoprotected in 30% sucrose and embedded in OCT (Fisher HealthCare, 4585). H&E staining followed the standard H&E protocol. Briefly, slides were washed with water to remove the OCT. The nuclei were stained with hematoxylin (Abcam, ab150678) for 2 minutes, and the cytoplasm was stained with eosin (MilliporeSigma, HT110280) for 3 minutes. Slices were sealed with neutral resin after the dehydration and clearing steps.

Tissue sections (10 μm) from each block were cut in a cryostat at –21°C and mounted onto Fisherbrand Tissue Path Superfros Plus Gold slides (Thermo Fisher Scientific). Slides were permeabilized in 0.25 % Triton X-100 (Sigma-Aldrich, X-100), blocked with 1% BSA for 1 hour, and incubated overnight with CEBPA antibody (dilution 1:100, Cell Signaling Technology, 8178S), SFTPC antibody (dilution 1:100, Santa Cruz Animal Health, PA5-71680), or ABCA3 antibody (dilution 1:100, Thermo Fisher Scientific, PA5-103632) at 4°C overnight in PBS with 1% BSA, followed by incubation with a mixture of fluorescence-conjugated secondary antibody (dilution 1:500, Thermo Fisher Scientific) and DAPI (dilution 1:1,000, Thermo Fisher Scientific) at room temperature for 1 hour. All images were captured using a Zeiss LSM 780 confocal microscope or an Olympus CKX53 microscope.

### Western blotting.

Cells were harvested into RIPA Lysis Buffer (Thermo Fisher Scientific, 89900) with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, 78440). Lysates were then quantitated using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225), and equal amounts of protein were subjected to 4%–15% Mini-PROTEAN TGX Gel (Bio-Rad, 15 μL [4568086] or 50 μL [4561084]). Proteins were transferred from the gel to PVDF membranes with Trans-Blot Turbo Transfer System (Bio-Rad). After blocking for 1 hour at room temperature with 5% nonfat dry milk (Bio-Rad, Bloting-Grade Blocker, 1706404) in TBST blocking buffer, PVDF membranes were probed with GAPDH (Cell Signaling Technology, 2218S), Cebpa (Cell Signaling Technology, 8178S), α-SMA (Sigma-Aldrich, F3777), and Fibronectin (Santa Cruz Biotechnology Inc., sc-81767) antibodies at 4°C overnight followed by incubation with HRP-conjugated goat anti-rabbit antibody (Promega, W4011) for 1 hour at room temperature. Bands were detected using Super Signal West Pico Plus (Thermo Fisher Scientific, 34580) and visualized using a Bio-Rad ChemiDoc Imaging system (Bio-Rad). Quantification was performed via densitometry. Expression of a specific antibody relative to GAPDH was computed using the ImageLab software provided by Bio-Rad.

### Transmission electron microscopy.

Lung tissue was placed into fixative containing 4% paraformaldehyde and 1% glutaraldehyde in 0.1M phosphate buffered solution, pH 7.2 (PBS). Then the fixed tissue was washed with PBS, stained with 1% osmium tetroxide, washed in H_2_O, stained with 2% uranyl acetate, washed in H_2_O, dehydrated through a graded series of ethanol and acetone, and embedded in Embed 812 resin. Following a 24-hour polymerization at 60°C, 0.1 μM ultrathin sections were prepared and poststained with lead citrate. Micrographs were acquired using a JEOL 1400 Plus transmission electron microscope (JEOL Inc.) at 80 kV equipped with a Gatan Orius camera (Gatan Inc.).

### scRNA-Seq and analysis.

In our mouse fibrosis experiments involving *Cebpa*-KO mice, 26 weeks after the first tamoxifen injections, the lungs of *Cebpa*^ΔSftpc^ (*n* = 3) and *Cebpa^fl/fl^* (*n* = 3) mice were harvested and disassociated into single-cell suspensions as described earlier. Cell suspensions were brought to the Genome Analysis Core at Mayo Clinic for processing. Cell viability and counts were determined using a Countess II Automated Cell Counter. Single cells, reagents, and a single Gel Bead containing barcoded oligonucleotides were encapsulated into a nanoliter-sized Gel Bead-in-Emulsion using the 10X Genomics GemCode platform (10X Genomics). cDNA libraries were prepared with a Chromium Single Cell 3′ GEM Library & Gel Bead Kit (10X Genomics). All cDNA libraries were sequenced on an Illumina HiSeq 4000 instrument.

scRNA-Seq data were aligned and quantified using the 10X Genomics Cell Ranger Software Suite (v6.1.1) against the mouse reference genome mm10 from raw count data. Data were processed and analyzed with the Seurat R package V4.0 (62) to perform integrated analyses of single cells. Genes expressed in < 3 cells and cells that expressed < 200 genes and > 20% mitochondria genes were excluded from downstream analysis in each sample. One Seurat object was created from filtered count matrices from pooled *Cebpa^F/F^* and *Cebpa*^ΔSftpc^ cells. Each data set was SCTransform-normalized and the top 3,000 highly variable genes (HVGs) across cells were selected.

Principal component analysis (PCA) and UMAP were performed on the integrated object to identify cell clusters. UMAP was performed using the first 30 PCA dimensions. Cell populations in whole lung tissue were annotated using lung cells from the Mouse Cell Atlas 3.0 as a reference (63) using Seurat. Epithelial cells were subset and reanalyzed with a clustering resolution of 0.1, and cell-type annotations were assigned manually to each cluster based on expression of canonical marker genes.

Differential expression testing was performed using MAST (64). Pseuodotime trajectories were constructed using the Monocle 3 R package (65). Transcriptional noise was measured by calculating the Fano factor for each gene using SCTransform-normalized count values across all epithelial cells. Pathway analysis was performed using DAVID Gene Ontology analysis (https://david.ncifcrf.gov/home.jsp).

For publicly available scRNA-Seq analysis, downregulate gene lists are extracted from original papers and are included in Supplemental Table 1. Venn diagrams were prepared using the webtool Venny (https://bioinfogp.cnb.csic.es/tools/venny/index.html). Violin plots of CEBPA expression were constructed using the Monocle 3 R package. The upstream regulator analysis was performed using Ingenuity Upstream Regulator Analysis in IPA (QIAGEN) and are available in Supplemental Table 2. UMAP was generated directly from (http://www.ipfcellatlas.com/).

### Statistics.

Data are presented as means ± SEM. Differences between conditions were examined with GraphPad Prism 9 using an unpaired, 2-tailed Student’s *t* test with Welch’s correction or a nonparametric Mann–Whitney *U* test for experiments with *n* < 10. *P* <0.05 was considered significant.

### Study approval.

All experiments with human tissue samples were performed under protocols approved by IRB at Mayo Clinic. All mouse experiments were conducted under protocols approved by the IACUCs of Mayo Clinic and the University of Minnesota.

### Data availability.

RNA-Seq raw data have been deposited to Gene Expression Omnibus (GEO) database with the accession no. GSE264629. Values for graphs in the figures and supplemental figures are provided in the Supporting Data Values file.

## Author contributions

QT contributed funding acquisition, conceptualization, data acquisition and analysis, methodology, and manuscript writing and editing. JHW contributed data acquisition, methodology and data analysis, and manuscript editing. SS contributed methodology, data acquisition, and analysis. SRD contributed data acquisition and analysis as well as manuscript editing. JAM contributed methodology, data acquisition, and analysis. KMC contributed methodology, data acquisition, and analysis. YL contributed methodology and data acquisition. YSP contributed funding acquisition and intellectual input. DJT contributed funding acquisition, conceptualization, intellectual input, and manuscript writing and editing.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
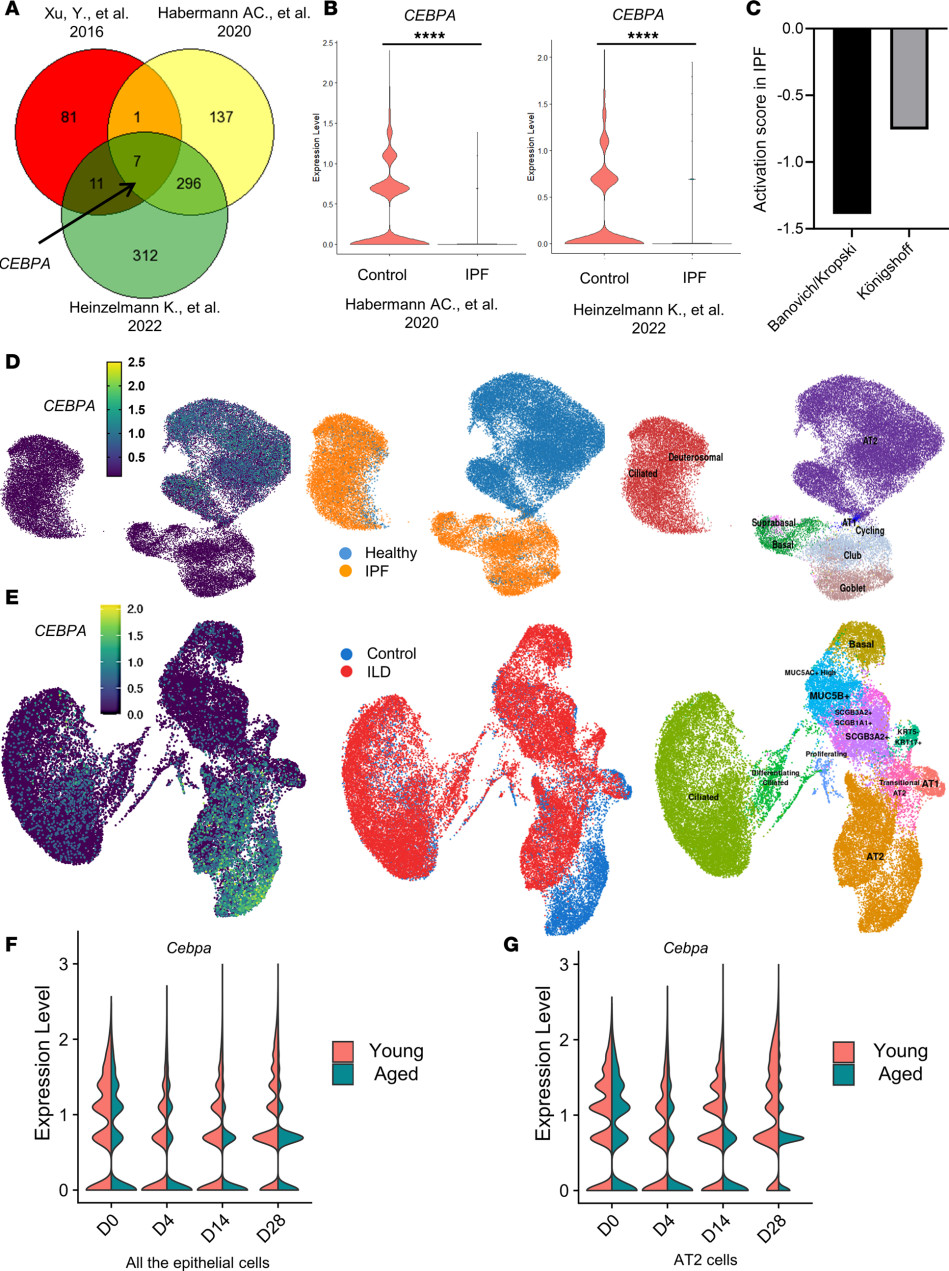
CEBPA is downregulated in human IPF and in experimental lung fibrosis. (**A**) In this Venn diagram, each circle represents genes significantly downregulated in human IPF versus control lung samples from each of 3 independent studies. (**B**) Violin plot of *CEBPA* expression in epithelial cells from the lungs of patients with and without IPF, from 2 of the human scRNA-Seq data sets analyzed (14, 27). (**C**) Activation score of Upstream Regulator Analysis (from QIAGEN Ingenuity Pathway Analysis) for the data from the 2 human scRNA-Seq studies in **B** (14, 27). (**D** and **E**) Uniform manifold approximation projection (UMAP) plots of human lung epithelial cells from the 2 scRNA-Seq data sets generated via http://ipfcellatlas.com (**F** and **G**) Violin plot of *Cebpa* expression in the epithelial cells (**F**) or AT2 cells (**G**) at different time points (day 0 [D0], D4, D14, D28) after bleomycin injury in the lung of young and aged mice from reanalysis of GSE157995. Data were analyzed using an unpaired, 2-tailed Student’s *t* test. ****P < 0.0001.

**Figure 2:**
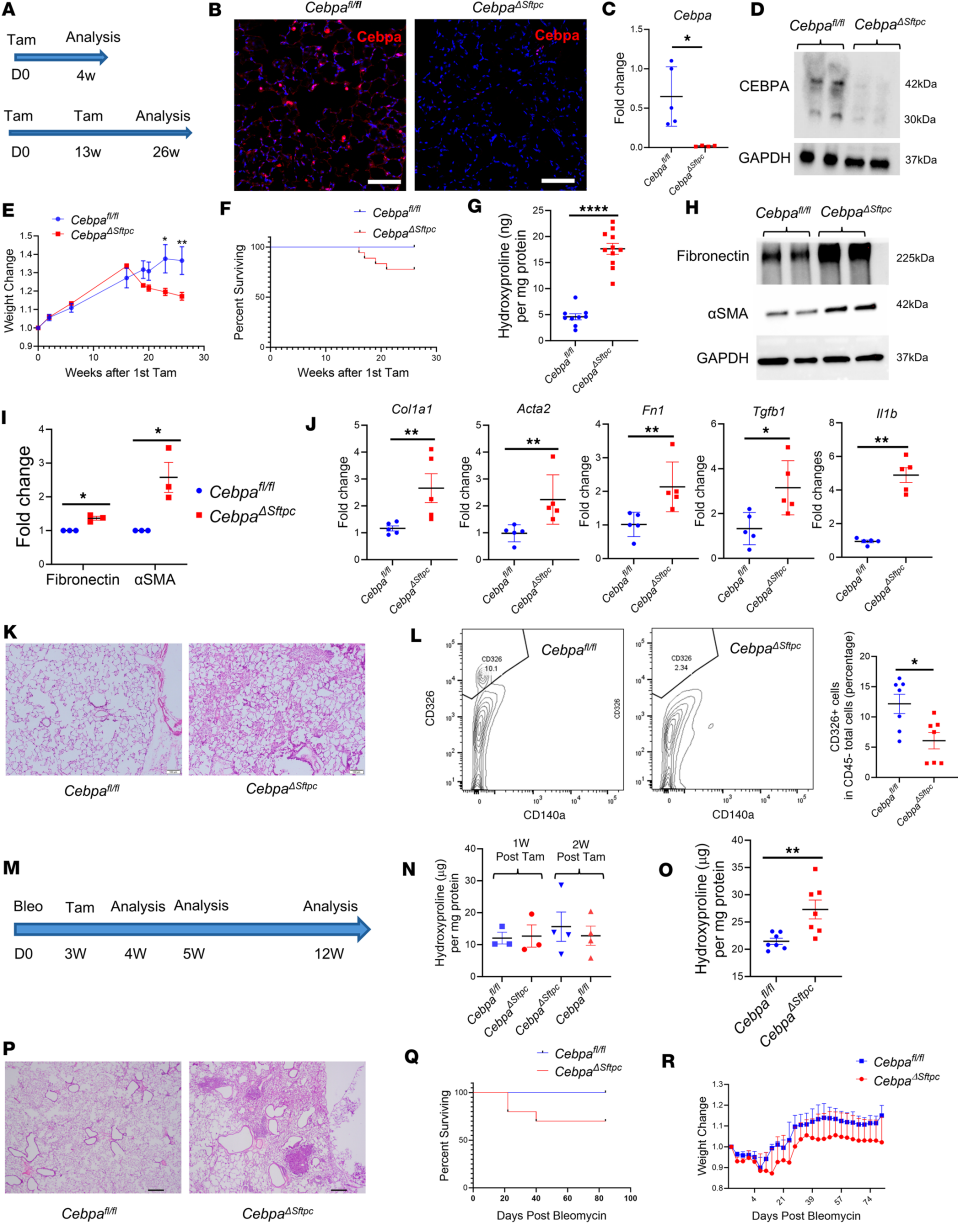
Loss of *Cebpa* in AT2 cells promotes lung fibrotic response, impairs fibrosis resolution and lung repair. (**A**) Schematic showing tamoxifen treatment and analysis timeline. (**B**–**D**) Representative immunostaining images (*n* = 3) of Cebpa expression, qPCR of *Cebpa* transcripts, and representative Western blot (*n* = 3) showing Cebpa expression from *Cebpa^ΔSftpc^* and *Cebpa^fl/fl^* mice lungs, 4 weeks after tamoxifen treatment. Scale bar: 50 μM. (**E** and **F**) Weight change of *Cebpa^ΔSftpc^* (*n* = 14) and *Cebpa^fl/fl^* (*n* = 12) mice, and survival curve of *Cebpa^ΔSftpc^* (*n* = 18) and *Cebpa^fl/fl^* (*n* = 10) mice after first tamoxifen treatment, over a 26-week period. (**G**) Hydroxyproline assay showing collagen deposition from *Cebpa^ΔSftpc^* (*n* = 11) and *Cebpa^fl/fl^* (*n* = 9) mice lungs 26 weeks after first tamoxifen treatment. (**H** and **I**) Representative Western blot and their quantification show fibronectin and α-SMA expression from *Cebpa^ΔSftpc^* and *Cebpa^fl/fl^* mice lungs 26 weeks after tamoxifen treatment. (**J**) qPCR for profibrotic gene transcripts from *Cebpa^ΔSftpc^* and *Cebpa^fl/fl^* mice lungs 26 weeks after first tamoxifen treatment. (**K**) Representative H&E staining showing lung sections from *Cebpa^ΔSftpc^* (*n* = 3) and *Cebpa^fl/fl^* (*n* = 3) mice 26 weeks after first tamoxifen treatment. Scale bar: 100 μM. (**L**) Flow cytometry analysis of CD326^+^ cells from *Cebpa^ΔSftpc^* (*n* = 7) and *Cebpa^fl/fl^* (*n* = 7) mice lungs 26 weeks after first tamoxifen treatment. (**M**) Schematic showing timeline for bleomycin treatment, tamoxifen treatment, and analysis. (**N**) Hydroxyproline assay from *Cebpa^ΔSftpc^* and *Cebpa^fl/fl^* mice lungs at 4 and 5 weeks after bleomycin injury. (**O**) Hydroxyproline assay from *Cebpa^ΔSftpc^* and *Cebpa^fl/fl^* mice lungs at 12 weeks after bleomycin injury. (**P**) Representative H&E staining showing lung sections from *Cebpa^ΔSftpc^* (*n* = 3) and *Cebpa^fl/fl^* (*n* = 3) mice at 12 weeks after bleomycin injury. Scale bar: 200 μM. (**Q** and **R**) Survival curve and weight change of *Cebpa^ΔSftpc^* (*n* = 10) and *Cebpa^fl/fl^* (*n* = 7) mice over a 12-week postbleomycin injury period. Data were analyzed using a Mann-Whitney *U* test. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 3:**
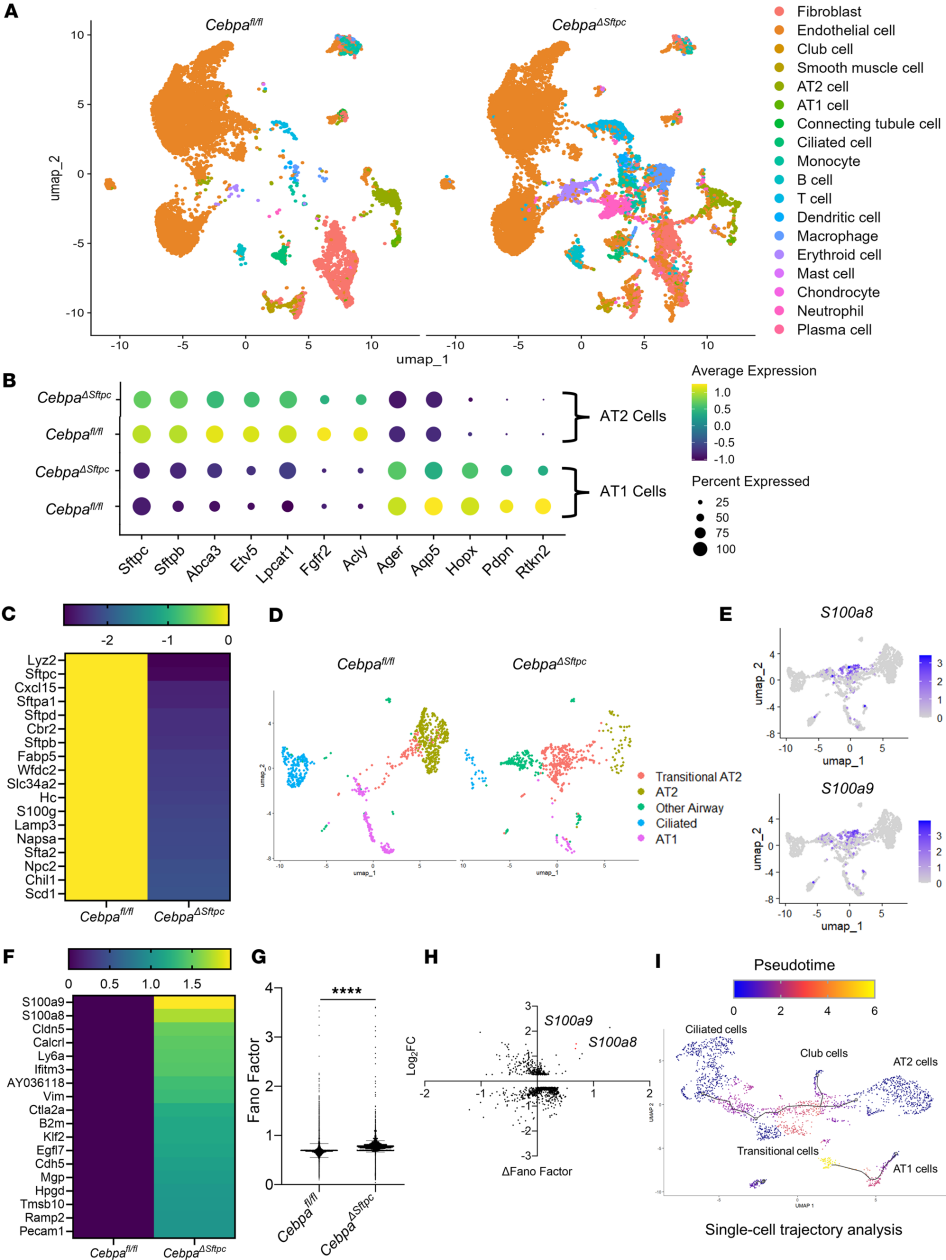
Single-cell transcriptome analysis reveals disrupted epithelial homeostasis. (**A**) UMAP plot of lung samples from *Cebpa*^ΔSftpc^ (*n* = 3) and *Cebpa^fl/fl^* (*n* = 3) mice showing major cellular clusters, each representing a different cell type. (**B**) Dot plot for AT1 and AT2 cells obtained from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice showing (a) percentage of cells expressing a marker gene, proportional to dot size, and (b) average expression level of that gene based on unique molecular identifier (UMI) counts, accounting for differences in total UMI counts and cell-type frequencies. (**C**) Heatmap showing top downregulated genes in AT2 cells from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice. (**D**) UMAP plot of lung epithelial cells from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice. (**E**) UMAP plot of S100a8/a9 expression in the lung epithelial cells. (**F**) Heatmap showing top upregulated genes in AT2 cells from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice. (**G**) Graph of transcriptional noise (represented by the Fano factor) in epithelial cells from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice. (**H**) Transcriptional noise plotted against log_2_ fold change for genes differentially expressed between *Cebpa*^ΔSftpc^ and *Cebpa^fl/fl^* mouse epithelial cells. (**I**) UMAP plot of pseudotime single-cell trajectory analysis in epithelial cells from *Cebpa*^ΔSftpc^ versus *Cebpa^fl/fl^* mice. Data were analyzed using an unpaired, 2-tailed Student’s *t* test. ****P < 0.0001.

**Figure 4:**
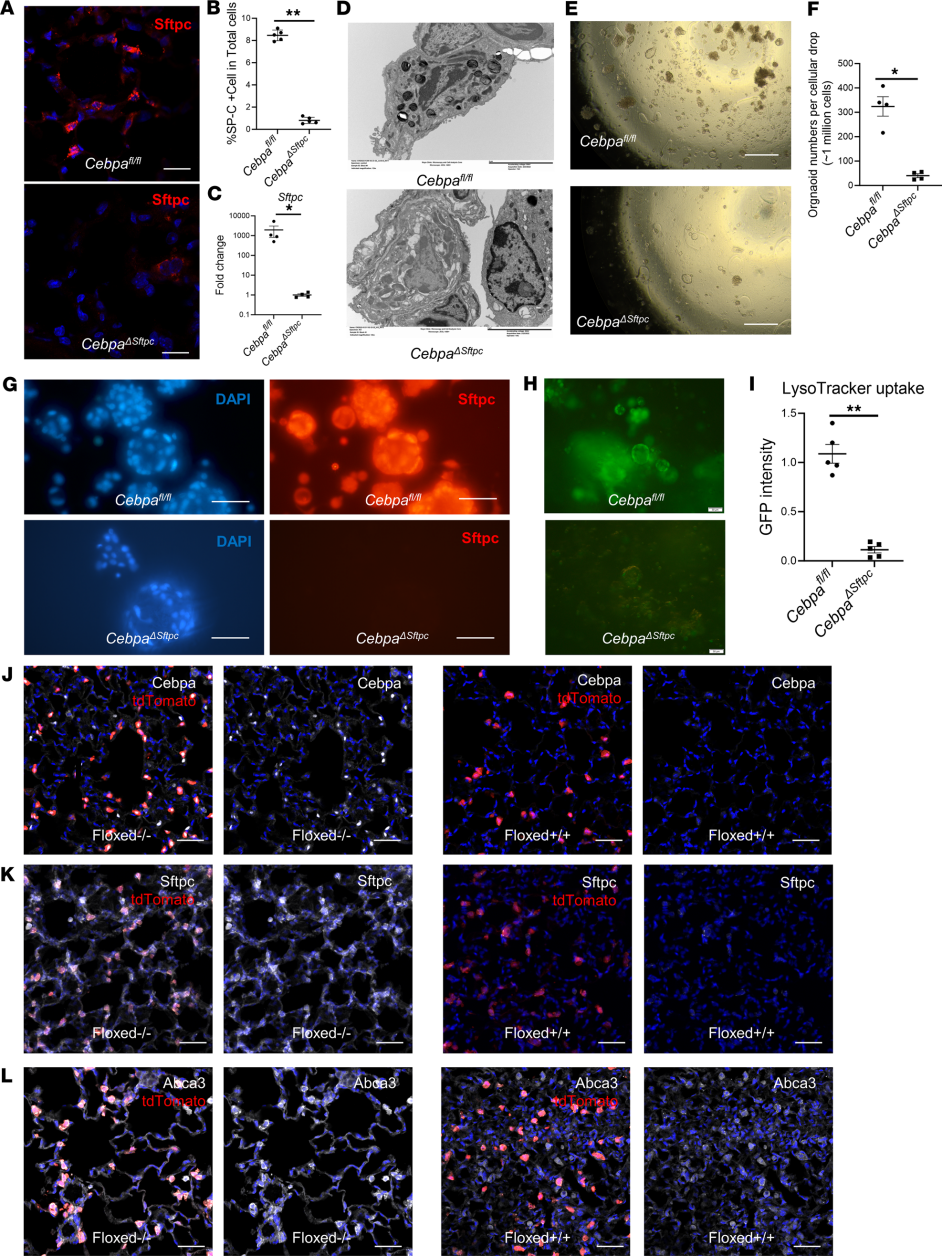
Loss of *Cebpa* induces loss of AT2 cell identity. (**A**) Representative images of immunostaining of Sftpc, a surfactant and marker of AT2 cells, in lung samples taken from *Cebpa*^ΔSftpc^ (*n* = 5) and *Cebpa^fl/fl^* (*n* = 5) mice. Scale bar: 20 μM. (**B**) Quantification of Sftpc^+^ cells as a percentage of total cells from *Cebpa*^ΔSftpc^ (*n* = 5) and *Cebpa^fl/fl^* (*n* = 5) mice. (**C**) qPCR for *Sftpc* transcripts from *Cebpa*^ΔSftpc^ (*n* = 4) and *Cebpa^fl/fl^* mice (*n* = 4). (**D**) Representative transmission electron microscopy images showing lamellar bodies, a defining feature of AT2 cells, in lung samples from *Cebpa*^ΔSftpc^ (*n* = 4) and *Cebpa^fl/fl^* (*n* = 4) mice. Scale bar: 5 μM. (**E**) Representative bright-field images of lung organoid formation from samples taken from *Cebpa*^ΔSftpc^ (*n* = 4) and *Cebpa^fl/fl^* (*n* = 4) mice. Scale bar: 200 μM. (**F**) Quantification of organoid formation from *Cebpa*^ΔSftpc^ and *Cebpa^fl/fl^* mice in **E**. (**G**) Representative immunostaining images showing Sftpc expression in the lung organoids from *Cebpa*^ΔSftpc^ and *Cebpa^fl/fl^* mice. Scale bar: 50 μM. (**H**) Representative immunofluorescence images showing LysoTracker uptake in lung organoids from *Cebpa*^ΔSftpc^ and *Cebpa^fl/fl^* mice. Organoids were stained with LysoTracker, which selectively accumulates in lamellar bodies in AT2 cells. Scale bar: 50 μM. (**I**) Quantification of LysoTracker uptake (i.e., GFP intensity) from **H**. (**J**–**L**) Representative immunostaining images of Cebpa, Sftpc, and Abca3 in lung samples from tdTomato *Sftpc* Cre lineage-tracing mice with *Cebpa^fi+/fl+^* (*n* = 3) and *Cebpa*^fl–/fl–^ (*n* = 3) mice. Each protein of interest fluoresces white, while lineage-tracing tdTomato cells fluoresce red. Scale bar: 50 μm. Data were analyzed using a Mann–Whitney *U* test. *P < 0.05, **P < 0.01.

**Figure 5:**
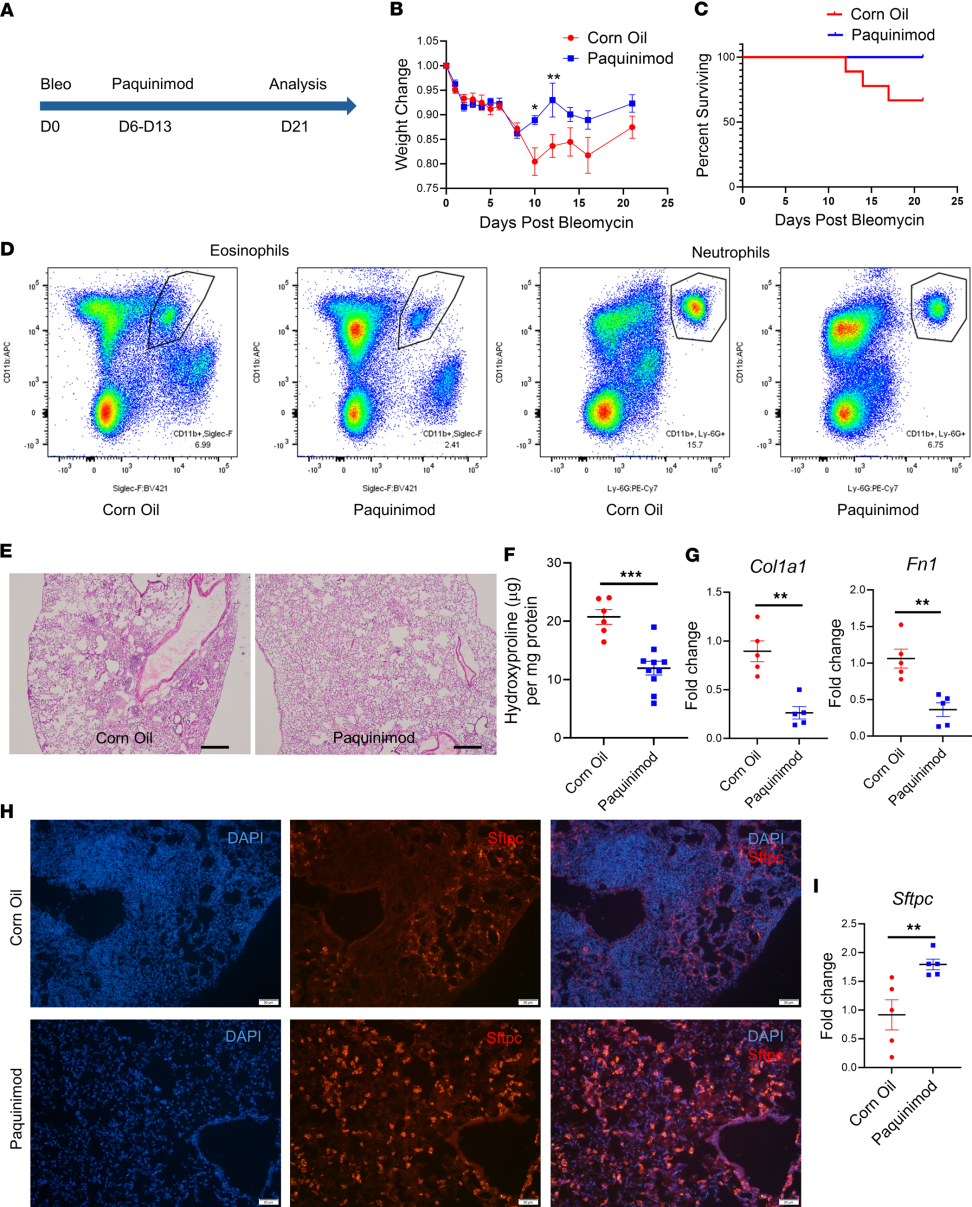
S100A8/9 inhibitor paquinimod alleviates experimental lung fibrosis. (**A**) Schematic showing timeline of paquinimod treatment, which inhibits the inflammatory S100A8/9 proteins, in the *Cebpa*^ΔSftpc^ mouse model of fibrosis. (**B**) Weight of mice treated with paquinimod (*n* = 10) or corn oil (*n* = 9), as depicted in **A**. (**C**) Survival curve for mice from **B**. (**D**) Flow cytometry analysis performed 21 days after bleomycin injury, showing eosinophils and neutrophils from the lungs of mice treated with paquinimod (*n* = 3) or corn oil (*n* = 3). (**E**) Representative H&E staining images showing lung sections taken 21 days after bleomycin injury from mice treated with paquinimod (*n* = 3) or corn oil (*n* = 3). (**F**) Hydroxyproline assay performed 21 days after bleomycin injury in lung samples from mice in **E**. (**G**) qPCR performed 21 days after bleomycin injury for profibrotic gene transcripts in mice treated with paquinimod (*n* = 5) or corn oil (*n* = 5). (**H**) Representative immunostaining images of Sftpc expression from the lungs of mice harvested 21 days after bleomycin injury and after treatment with paquinimod (*n* = 3) or corn oil (*n* = 3). (**I**) qPCR for *Sftpc* expression performed 21 days after bleomycin injury in mice from **H**. Data were analyzed using a Mann–Whitney *U* test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
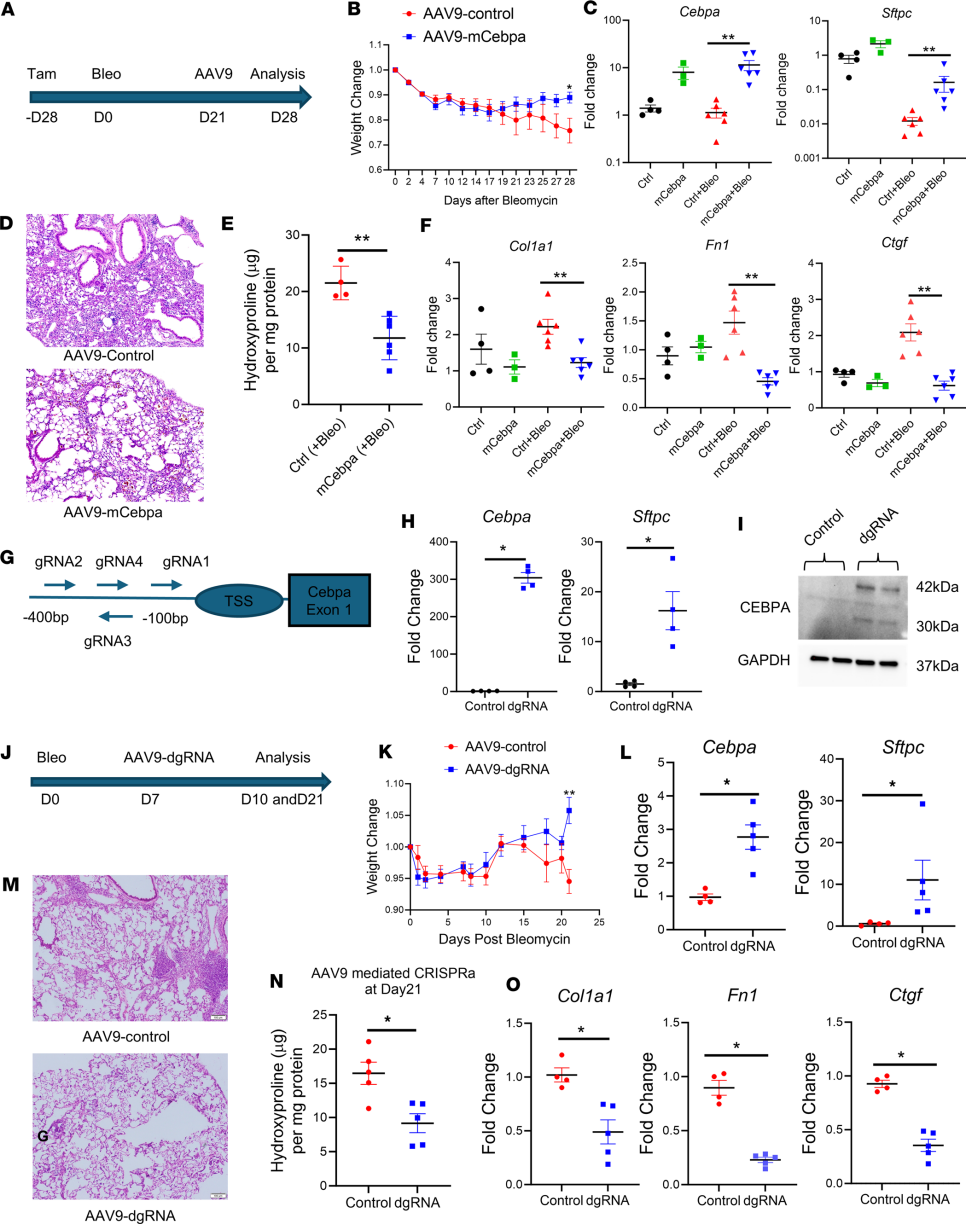
Rescue of Cebpa expression alleviates lung fibrosis. (**A**) Schematic timeline of AAV9 treatment to alleviate lung fibrosis. (**B**) Weight of *Cebpa^ΔSftpc^* mice treated with AAV9-mCebpa (*n* = 6) or AAV9-control (*n* = 5). (**C**) qPCR for Cebpa and *Sftpc* transcripts performed 28 days after bleomycin injury on sorted epithelial cells from *Cebpa^ΔSftpc^* mice lungs treated with AAV9-mCebpa or AAV9-control. (**D**) Representative H&E staining showing 28 days after bleomycin injury from *Cebpa^ΔSftpc^* mice lung treated with AAV9-dgRNA (*n* = 3) or AAV9-control (*n* = 3). (**E**) Hydroxyproline assay performed 28 days after bleomycin injury from *Cebpa^ΔSftpc^* mice lungs treated with AAV9-mCebpa (*n* = 6) or AAV9-control (*n* = 5). (**F**) qPCR for profibrotic gene transcripts performed 28 days after bleomycin injury from *Cebpa^ΔSftpc^* mice lungs treated with AAV9-mCebpa or AAV9-control. (**G**) Schematic showing how endogenous *Cebpa* expression was enhanced using an inactivated CRISPR-Cas9 system. (**H**) qPCR for *Cebpa* and *Sftpc* transcripts in cultured epithelial cells from Cas9 mice and then transfected with the dgRNA1 plasmid (*n* = 4). (**I**) Representative Western blot showing *Cebpa* activation in cultured epithelial cells from Cas9 mice treated with the dgRNA1 plasmid (*n* = 3). (**J**) Schematic timeline showing endogenous *Cebpa* reactivation in the 52- to 60-week-old Cas9 mice with bleomycin induced lung fibrosis. (**K**) Weight change of Cas9 mice after bleomycin injury and after treatment with AAV9-dgRNA (*n* = 5) or AAV9-control (*n* = 5). (**L**) qPCR of *Cebpa* and *Sftpc* transcripts performed 10 days after bleomycin injury on sorted epithelial cells from Cas9 mice treated with AAV9-dgRNA or AAV9-control. (**M** and **N**) Representative H&E staining (*n* = 3) and hydroxyproline assay showing 21 days after bleomycin injury from Cas9 mice lungs treated with AAV9-dgRNA or AAV9-control. (**O**) qPCR for profibrotic gene transcripts performed 21 days after bleomycin injury from Cas9 mice lungs treated with AAV9-dgRNA (*n* = 5) or AAV9-control (*n* = 4). Data were analyzed using a Mann-Whitney *U* test. *P < 0.05, **P < 0.01.

**Table 1:**
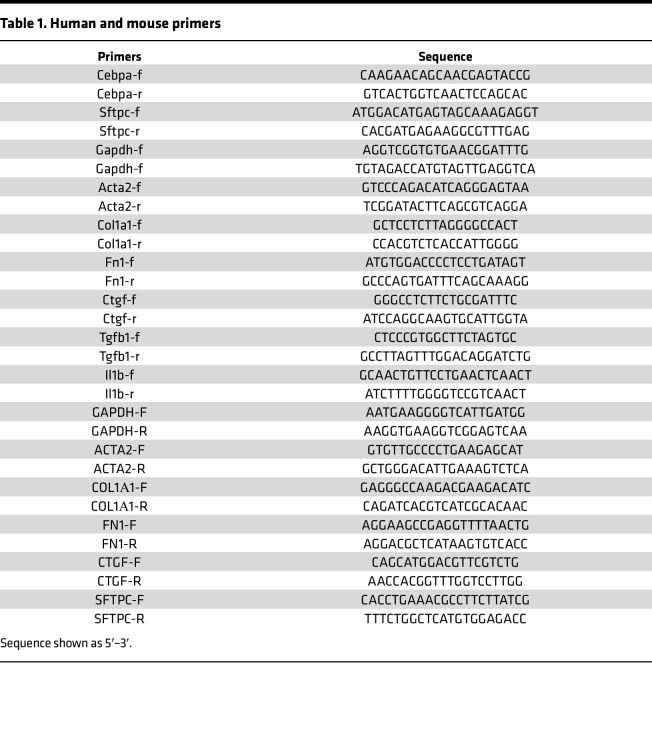
Human and mouse primers

How the deposited data were processed for this re-analysis (not part of the article)

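The scRNA-Seq experiment compared lung cells of *Cebpa fl/fl* and *Cebpa* ΔSftpc mice 26 weeks after the first of 5 daily tamoxifen injections of 75 mg/kg. The paper counts 3 mice per genotype. There was 1 library per genotype, and the barcodes do not say which mouse a cell came from, so there were no replicates. The labels mention sorting of live cells and the paper speaks of suspensions of whole lungs, so which cells were loaded is not settled, and shares of cells refer to the cells in the libraries. The values deposited by the authors are raw UMI counts, each a whole count per gene and cell, made with Cell Ranger on the mouse genome mm10 and not normalized. They cover the barcodes that Cell Ranger called as cells. The paper's filter on genes and mitochondrial counts had not been applied to them and was applied here. Genes found in fewer than 3 cells of a library were left out of the clustering.

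Clustering was done in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and sctransform 0.4.2. Each library was normalized with SCTransform, 3000 variable genes were taken for integration by anchors, 30 principal components were kept, and Louvain clusters were made at a resolution of 0.5. The genes of Fig. 3, B, C, and F, were left out of the variable genes, because a cluster defined by genes that differ between genotypes cannot be compared in size. Epithelial cells were clustered again at a resolution of 0.1, as in the paper. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5 and matplotlib 3.10.9. The positions of genes are those of GENCODE mouse release 21 for GRCm38, matched by Ensembl identifier.

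Clusters were named from lists of marker genes. For each cluster, genes found in at least 10% of its cells were ordered by CPM plus 10 over the mean CPM of the other clusters plus 10. The cluster took the type with the most markers among the first 50 genes, if at least 3 of its markers were found at 2-fold or more. It stayed unnamed if another type had more markers among the first 10 genes, if the leading gene was a marker of another type, or if its cells had few UMIs and no marker was among the first 10. An unnamed cluster led by a marker of another type still counted as epithelial if both types are epithelial, which was the case for 1 cluster each without integration, with all 3000 variable genes and at a resolution of 1.0. The marker lists were set before the data were examined, as were the comparisons, the genes to be named and the alternatives not described as chosen after seeing the data. The form of the naming rule was settled after the clusters had been seen. So was the rule for the transitional sub-cluster, which takes sub-clusters that are unnamed or named transitional AT2-like and whose *Cebpa* ΔSftpc cells have a higher summed level of *S100a8* and *S100a9* and a lower level of *Sftpc* than the AT2-like sub-cluster. A form of this rule that also asked for more *Cebpa* ΔSftpc than *Cebpa fl/fl* cells was dropped, because it selects on the outcome. The names were rebuilt here, so a difference from the paper in a type of cell can come from the names.

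Doublets were kept, as the paper names no step that removes them. As an alternative, those called by Scrublet were left out. Its automatic threshold called 202 (1.76%) of the *Cebpa fl/fl* cells and none of the *Cebpa* ΔSftpc cells, so the 8% of *Cebpa* ΔSftpc cells with the highest scores, 1059 cells, were taken there.

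Counts were summed over the cells of a type in each library and divided by the sum of all UMIs of these cells. Ratios between libraries are log2 of *Cebpa* ΔSftpc over *Cebpa fl/fl*, with each sum floored at 3 counts and with an exact 95% interval. For ratios of shares of cells, the bounds are those that the 95% limits of both shares allow, which is wider than a 95% interval. The interval of the median of a list of genes comes from 1000 Poisson redraws of the counts. With 1 library per genotype, no p-value, standard error between samples or count of changed genes was computed. Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs drawn at random, because the libraries differ in depth. Free RNA was subtracted, as an alternative, by scaling the summed profile of a library until the neutrophil markers other than *S100a8* and *S100a9* fell to 0 in a type of cell. The share of the profile subtracted in AT2-like cells was 0.170 in the *Cebpa* ΔSftpc and 0.382 in the *Cebpa fl/fl* library. AT2-like cells of the *Cebpa fl/fl* library had 330 UMIs of *Hdc* and 69 of *G0s2*, which are in that list, so this scaling takes away too much, and a form without these markers gave 0.103 and 0.254.

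The Fano factor was computed per gene from SCTransform-corrected counts of the epithelial cells of each library, for genes found in at least 3 of these cells in both. Pseudotime was computed from a diffusion map of AT2-like and AT1-like cells. Monocle 3, MAST, DAVID and the Mouse Cell Atlas reference were not used here.

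The genes named in the text are those the paper names for these libraries, the 10 with the largest rise and the 10 with the largest fall among genes with at least 50 summed counts, the marker genes used in a test, and the genes that lead a cluster. Genes were also ranked with at least 200 summed counts required.

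The method for summed counts was tested on simulated data. In a simulation of *Cebpa* ΔSftpc against *Cebpa fl/fl* AT2-like cells with 4413 genes, 200 of them changed 4-fold, 95.6% of the intervals held the true ratio and the median absolute error of log2 in the changed genes was 0.0993. The summed counts were drawn as Poisson counts, which the intervals assume, so this checks the computation only. Genes whose counts lie in a few cells, such as *Scgb3a1*, were not simulated. All raised genes and 92% of the lowered genes were within the first and the last 100 ranks. Free RNA mixed in at a share of 0.2 was recovered as 0.191. The simulated cells had none of the neutrophil markers of their own, unlike the real AT2-like cells with their *Hdc* and *G0s2*. For 2000 simulated genes with a true Fano factor of 2 the median was 1.99, and for Poisson genes it was 0.998. For simulated epithelial cells thinned to 1000 UMIs, with 8968 genes, the median Fano difference was −0.000258 with no added noise. With noise added in the *Cebpa* ΔSftpc cells it was 0.0155. For this noise each gene in each cell was multiplied by a random factor whose standard deviation equaled its mean. Weaker noise was not simulated.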

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

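The tests by depth, of the other neutrophil markers and of the cells that hold *Scgb3a1* were chosen only after the results had been seen, and the tests over all AT2-like cells and of doublets before.

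*S100a8* and *S100a9*, which the paper reports for epithelial cells, were also found in cell types for which it does not report them. In endothelial-like cells of the *Cebpa* ΔSftpc library their summed level was 368 CPM (361–375), against 4.42 CPM in the *Cebpa fl/fl* library. Each of the other named types also had a higher level in the *Cebpa* ΔSftpc library. Doublets of AT2 cells with whole neutrophils are argued against as the source, since the largest number of *S100a8* and *S100a9* UMIs in an AT2-like cell was 37, while the lower quartile in neutrophil-like cells was 60.5. Free RNA from neutrophils, with 105841 CPM in neutrophil-like cells that were 4.71% of the *Cebpa* ΔSftpc and 0.148% of the *Cebpa fl/fl* library, is a candidate explanation. Over all AT2-like cells of the *Cebpa* ΔSftpc library the level was 445 CPM (416–475), above that in endothelial-like cells. AT2-like cells had fewer UMIs, though, and whether free RNA supplied the whole of this level cannot be told from it, because the level falls with depth in both types. Among cells with fewer than 3000 UMIs, the level in AT2-like cells was 2050 CPM (1896–2212). It lay beside 1914 CPM in endothelial-like and 1918 CPM in B cell-like cells, which free RNA could give. The medians of these cells were 1238, 1348.5 and 1580 UMIs. The level below that limit differed between types, though. It was 494 CPM in platelet or megakaryocyte-like, 882 CPM in ciliated-like, 979 CPM in smooth muscle or pericyte-like and 1611 CPM in fibroblast-like cells. Erythroid-like cells had 2492 CPM and AT1-like cells 2553 CPM. How closely AT2-like cells match therefore depends on the type they are set beside. The 8 neutrophil markers other than these and *Hdc* and *G0s2* added up to 14.0% (11.7–16.8) of the *S100a8* and *S100a9* count in *Cebpa* ΔSftpc AT2-like cells. In neutrophil-like cells the percent was 12.2% and in endothelial-like cells 13.8%. Expression of *S100a8* and *S100a9* alone by AT2 cells would lower this percent, so these values are also in line with RNA of neutrophils. The percent by itself does not show how this RNA entered the droplets.

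In the 86 *Cebpa* ΔSftpc AT2-like cells with at least 3000 UMIs, the 8 markers added up to 15.7% (10.9–21.9) of the *S100a8* and *S100a9* count, which is in line with RNA of neutrophils. Above that limit the percent was 12.3% in neutrophil-like and 16.3% in endothelial-like cells. Expression of *S100a8* and *S100a9* alone by AT2 cells as the whole source is argued against, since the 8 markers were at 20.6 CPM (14.3–28.8), against 1.55 CPM (0.846–2.60) in *Cebpa fl/fl* AT2-like cells above that limit. Whether free RNA supplied the whole of the level cannot be told from the level itself. At 132 CPM (115–150) it was below the 163 CPM of endothelial-like cells above that limit, but the 2.52 UMIs per cell (2.20–2.88) were above the 1.23 of the latter. The limit does not match the depth of the 2 types, whose medians were 20481.5 and 6816.5 UMIs. If the count in endothelial-like cells is free RNA, it was neither a fixed number of UMIs nor a fixed share across the limit. These cells had 2.87 UMIs per cell and 1914 CPM below it, and 1.23 UMIs per cell and 163 CPM above it. B cell-like cells had 3.22 and 1.05 UMIs per cell and 1918 and 141 CPM. Fibroblast-like cells had 2.40 and 2.72 UMIs per cell, so the fall was not shared by all types. Which form free RNA takes among cells above the limit is not shown. Fibroblast-like cells above that limit had 306 CPM and smooth muscle or pericyte-like cells 1807 CPM, so the level also differed between types that are not expected to express the genes. Expression in AT2 cells, through the loss of *Cebpa*, of a part of the *S100a8* and *S100a9* count or of these genes together with other neutrophil genes stays open.

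*Scgb3a1*, a gene of airway secretory cells that the paper does not discuss, was at 1231 CPM in AT2-like cells of the *Cebpa* ΔSftpc library and at 0.552 CPM in those of the *Cebpa fl/fl* library. A few secretory cells inside the AT2-like cluster are a likely source, since the 5 cells with the most *Scgb3a1* held 99.6% of its counts and 15 of the 319 cells had a UMI of it. These 5 cells had a median of 30148 UMIs, against 1541 in all *Cebpa* ΔSftpc AT2-like cells. The values do not say whether they were secretory cells, doublets or AT2 cells that had taken on secretory genes after the loss of *Cebpa*, which was not tested.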

How the results depend on the processing

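Alternatives described here as added were chosen only after the results had been seen. Under the alternatives, 57 values kept the direction and stayed within the counting interval of the reported value, 44 kept the direction but moved beyond it, and 14 changed direction. For Fano factors and pseudotime, which have no such interval, a value counted as moved when it differed at the second decimal. The interval for ratios of shares is wider than a 95% interval, so a narrower one could count more of them as moved. Except where stated, values are log2 ratios of *Cebpa* ΔSftpc over *Cebpa fl/fl*, and the cause was not tested.

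With at least 500 genes and at most 10% mitochondrial counts required, the endothelial share moved to −0.46, the AT1-like share reversed to 0.25 and the Fano difference moved to 0.314. With doublets left out, the endothelial share moved to −0.47, the AT1-like share reversed to 0.033 and the median of the AT2 genes moved to −0.17. Without integration, the immune share moved to 4.34, the endothelial share to −0.77, the AT2 genes to −0.49 and the AT1 genes to −2.88. With all 3000 variable genes, the immune share moved to 4.05, the endothelial share to −0.66, the AT2 genes to −0.48 and the AT1 genes to −2.96, and the AT1-like share reversed to 0.10 and the transitional share to −2.19, for another sub-cluster than the one reported. At a resolution of 1.0, the immune share moved to 1.68, the endothelial share to −0.47 and the AT2-like share to −1.05, and the epithelial share reversed to −0.12. Without erythroid cells in the denominator, the endothelial share moved to −0.34 and the AT1-like share reversed to 0.0028.

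Among cells with at least 3000 UMIs, an added alternative, the epithelial share reversed to −1.18, the AT1-like share to 1.01 and the Fano difference to −0.0146. The endothelial share moved to −0.22, the AT2-like share to −1.91, the AT1 genes to −2.84, *S100a8* to 6.73, *S100a9* to 6.19, the transitional share to 1.41 and the pseudotime difference to 0.0933. With named epithelial clusters only, also added, the epithelial share reversed to −0.92 without integration, to −0.55 with all 3000 variable genes and to −1.02 at a resolution of 1.0. With the transitional sub-cluster left out, another added alternative, it reversed to −0.78. For the AT1-like sub-cluster at a resolution of 0.3, also added, the AT1-like share moved to −2.28 and the AT1 genes to −0.70. At that resolution the transitional share moved to 2.15.

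With counts thinned to 1000 UMIs, the AT2 genes moved to −0.44, the AT1 genes to −2.19, and the Fano difference reversed to −0.00254. For *S100a8* and *S100a9* the thinned counts left lower bounds of 6.58 and 6.93, which are counted as moved but do not show that the ratios changed. As mean of per-cell CPM, the AT2 genes moved to −0.50, the AT1 genes to −1.89 and *S100a9* to 9.28. With free RNA subtracted, *Cebpa* moved to −0.81 and the AT2 genes to −0.58, and in the added form scaled without *Hdc* and *G0s2* the AT2 genes moved to −0.52 and the AT1 genes to −2.89. *S100a8* and *S100a9* have no value under either form, because both fell to 0 in both libraries. The AT2 genes moved to −0.55 in AT2-like sub-clusters, to −0.91 with the transitional sub-cluster added, and to −0.15 with cells of at least 5% secretoglobin UMIs left out, which was added. The value of −0.91 takes in cells of the ciliated-like cluster, so it is not a change within AT2-like cells. With cells that had a UMI of another neutrophil marker left out, *S100a8* moved to 6.87. The Fano difference moved to 0.471 in AT2-like cells, to 0.287 in genes with a mean of at least 0.1 and to 0.126 on the natural log of 1 plus the counts, which was added.

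The direction of the immune, endothelial and AT2-like shares, of *Cebpa* and of the AT2 and AT1 genes was kept under each alternative that gave a value. So was that of *S100a8* and *S100a9* and of pseudotime over AT2-like and AT1-like cells together. No paired analysis was possible because there was 1 library per genotype, and the replicate number that both carry does not pair mice. The depth limits the AT1-like share, with 125 and 139 cells, and *S100a8* and *S100a9* in the *Cebpa fl/fl* AT2-like cells, with 5 and 9 counts.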

Differences from the paper's values

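The paper's number of clusters is 18, and 28 were found here. Of the alternatives set before the data were examined, none came within 1.5 times the paper's number, with 28 clusters without integration, 32 with all 3000 variable genes and 37 at a resolution of 1.0.

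The paper reports fewer epithelial cells in *Cebpa* ΔSftpc mice. Their share was 6.74% in the *Cebpa fl/fl* and 7.37% in the *Cebpa* ΔSftpc library, a log2 ratio of 0.13. It was lower in the *Cebpa* ΔSftpc library, within counting error, at a resolution of 1.0, with −0.12 (−0.29 to 0.06), and beyond it among cells with at least 3000 UMIs, with −1.18, the latter chosen after seeing the values. With Scrublet doublets left out it was higher, with 0.20 (0.01–0.39). It was lower with the transitional sub-cluster left out, with −0.78, and with named epithelial clusters only, with −0.92 without integration, −0.55 with all 3000 variable genes and −1.02 at a resolution of 1.0, all chosen after seeing the values.

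The paper reports fewer AT1 cells in *Cebpa* ΔSftpc mice. The AT1-like share was 1.09% and 1.05%, a log2 ratio of −0.05 that lies within counting error, as do −0.15 without integration and −0.03 at a resolution of 1.0. Within counting error it was above 0 with the stricter filter on cells, at 0.25, and with doublets left out, at 0.033. So it was with all 3000 variable genes, at 0.10, and without erythroid cells in the denominator, at 0.0028. Beyond counting error it was higher, with 1.01 (0.28–1.74), among cells with at least 3000 UMIs. It was lower beyond counting error, with −2.28, for the AT1-like sub-cluster of epithelial cells at a resolution of 0.3. Both of these settings were chosen after seeing the values. The *Cebpa* ΔSftpc AT1-like cells were a mixture, so the other shares do not measure AT1 cells alone. At that resolution, a sub-cluster led by hemoglobin genes held 82 *Cebpa* ΔSftpc and 0 *Cebpa fl/fl* cells. Its median was 4278 UMIs, against 1793 in the 28 *Cebpa* ΔSftpc cells that kept the name.

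The paper reports fewer ciliated cells in *Cebpa* ΔSftpc mice. In the clustering of all cells the ciliated-like share was 1.86% in the *Cebpa fl/fl* and 3.91% in the *Cebpa* ΔSftpc library. It was lower in the *Cebpa* ΔSftpc library in each other clustering of all cells, with 200 and 32 cells without integration, 174 and 31 with all 3000 variable genes and 171 and 32 at a resolution of 1.0. It was also lower in the sub-clusters of epithelial cells at a resolution of 0.1, with 173 and 32 cells, and among cells with at least 3000 UMIs, with 2.55% and 1.05%, the latter chosen after seeing the values.

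The paper ranks *S100a8* and *S100a9* first among the genes raised in *Cebpa* ΔSftpc AT2 cells. All 18 genes of Fig. 3F were raised, and *S100a8* and *S100a9* were numbers 3 and 6 of 9864 genes with counts below 3 raised to 3, and numbers 9 and 12 without raised counts, which was chosen after seeing the values. *S100a8* was number 1 and *S100a9* number 3 with Scrublet doublets left out, an alternative set before the data were examined, and also with cells of at least 5% secretoglobin UMIs left out, which was chosen after seeing the values. Under the other settings that were ranked with raised counts, *S100a8* lay between numbers 3 and 8 and *S100a9* between numbers 4 and 11. Among cells with fewer than 3000 UMIs, chosen after seeing the values, they were numbers 5 and 1 of 916 genes. No setting put both first.

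The paper shows the genes of Fig. 3C as the most lowered in *Cebpa* ΔSftpc AT2 cells. All 18 were lower, but *Sftpc* was number 194 and *Lyz2* number 1006 of 9864 genes counted from the largest fall. Among genes with at least 200 summed counts they were numbers 29 and 417. The 10 genes with the largest falls, from *Calca* with −2.66 to *Dcaf4* with −1.61, include none of the 18.

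The paper's median Fano factors are about 0.68 for *Cebpa fl/fl* and about 0.78 for *Cebpa* ΔSftpc cells in Fig. 3G, read by eye. On the natural log of 1 plus the corrected counts, a scale chosen after seeing the values, the medians here were 0.682 and 0.794, and on the corrected counts themselves 1.07 and 1.39.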

Other observations

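Of the tests in this part, those of the thinned Fano factor, of the Fano factor within AT2-like cells and of the endothelial markers over all AT2-like cells were chosen before the results were seen, and the others only after.

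*Cldn5*, *Calcrl*, *Egfl7*, *Cdh5*, *Ramp2* and *Pecam1* of Fig. 3F are also in the list of 16 endothelial markers. In *Cebpa* ΔSftpc AT2-like cells these markers reached a median of 8.98% (range 6.58–12.2) of their CPM in endothelial-like cells, against 3.71% in the *Cebpa fl/fl* library. Over all AT2-like cells, the levels themselves were higher in the *Cebpa* ΔSftpc library for 14 of the 16, the exceptions being *Ptprb* and *Vwf*. In AT2-like cells with at least 3000 UMIs, *Egfl7*, *Ramp2*, *Tmem100*, *Eng*, *Gpihbp1* and *Plvap* were lower as well, and the others stayed higher. A part of endothelial RNA in AT2-like cells, through doublets, mixed clusters or free RNA, could give such values. In the *Cebpa* ΔSftpc AT2-like cells with fewer than 3000 UMIs the median percent was 30.5% (26.1–42.5). In those with at least 3000 it was 4.77%, against 3.72% in the *Cebpa fl/fl* library at that depth. Doublets would add UMIs, yet the part was larger in droplets with few UMIs, which is in line with free RNA in such droplets. Endothelial-like genes induced in AT2 cells by the loss of *Cebpa* were not tested and stay open.

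The higher Fano factor of the *Cebpa* ΔSftpc epithelial cells may come from the difference in depth between the libraries. With counts thinned to 1000 UMIs per cell, the median difference over 10789 genes was −0.00254. A mixture of cell types among the epithelial cells as its cause cannot be judged from the difference within AT2-like cells. That difference was 0.471, larger than over all epithelial cells, but AT2-like cells differed in depth too. Their medians were 21342 and 1541 UMIs, and after thinning their difference was −0.00330. Among AT2-like cells with at least 3000 UMIs the difference was 0.0210. Thinning also brings the Fano factor of each gene closer to 1. In simulated epithelial cells thinned to 1000 UMIs, the median difference was −0.000258 with no added noise. It was 0.0155 with noise added in the *Cebpa* ΔSftpc cells. That noise was large, since each gene in each cell was multiplied by a random factor whose standard deviation equaled its mean. It still moved the thinned median little, so thinning leaves little power to see weaker noise. The thinned data showed no rise of that size, which argues only against such strong noise in all genes. A smaller gain of noise through the loss of *Cebpa* stays open.

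The epithelial share was not lower in the *Cebpa* ΔSftpc library over all cells when all epithelial clusters were counted, and was lower, with −0.78, when the transitional sub-cluster was left out. Droplets with few UMIs are a candidate explanation. Among cells with at least 3000 UMIs the log2 ratio was −1.18, with 230 *Cebpa* ΔSftpc and 688 *Cebpa fl/fl* epithelial cells. A lower number of UMIs per *Cebpa* ΔSftpc epithelial cell can itself bring cells below that limit, so that a loss of cells and a loss of RNA per cell stay open.

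The transitional sub-cluster was the largest of the 4 sub-clusters of *Cebpa* ΔSftpc epithelial cells. Its *Cebpa* ΔSftpc cells with fewer than 3000 UMIs had 886 CPM (813–963) of *S100a8* and *S100a9* together. This was below the 1914 and 1918 CPM in endothelial-like and B cell-like cells below that limit. It was above the 494 CPM in platelet or megakaryocyte-like cells. Free RNA could supply the whole of this level, but the level differed between types. Droplets with few UMIs as the whole cause of its larger share and a change in the cells cannot be told apart. Among epithelial cells with at least 3000 UMIs the log2 ratio was 1.41, but the limit itself lowers the number of *Cebpa* ΔSftpc epithelial cells from 975 to 230. Of all cells with at least 3000 UMIs, the sub-cluster made up 0.439% (36 cells) of the *Cebpa fl/fl* and 0.515% (32 cells) of the *Cebpa* ΔSftpc library, a difference within counting error. The 32 *Cebpa* ΔSftpc cells had 253812 CPM of *Scgb1a1*, a club cell gene, 188 CPM of *S100a8* and *S100a9* and 1348 CPM of *Sftpc*, against 97607 CPM of *Sftpc* in the AT2-like sub-cluster above that limit. The ciliated cell genes *Foxj1* and *Tmem212* were at 152 CPM (108–209) and 464 CPM (383–557) in these cells. In the AT2-like sub-cluster they were at 0.514 and 1.54 CPM, and in endothelial-like cells at 1.41 and 1.72 CPM. All 41 *Cebpa fl/fl* and 483 *Cebpa* ΔSftpc cells of the sub-cluster were in the ciliated-like cluster of the clustering of all cells. These values are in line with airway cells in the sub-cluster, and AT2 cells in transition beside them stay open.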
